# RNA-seq analysis of bovine adipose tissue in heifers fed diets differing in energy and protein content

**DOI:** 10.1371/journal.pone.0201284

**Published:** 2018-09-20

**Authors:** Hilde K. L. Wærp, Sinéad M. Waters, Matthew S. McCabe, Paul Cormican, Ragnar Salte

## Abstract

Adipose tissue is no longer considered a mere energy reserve, but a metabolically and hormonally active organ strongly associated with the regulation of whole-body metabolism. Knowledge of adipose metabolic regulatory function is of great importance in cattle management, as it affects the efficiency and manner with which an animal converts feedstuff to milk, meat and fat. However, the molecular mechanisms regulating metabolism in bovine adipose tissue are still not fully elucidated. The emergence of next-generation sequencing technologies has facilitated the analysis of metabolic function and regulation at the global gene expression level. The aim of this study was to investigate the effect of diets differing in protein and energy density level on gene expression in adipose tissue of growing replacement dairy heifers using next-generation RNA sequencing (RNAseq). Norwegian Red heifers were fed either a high- or low-protein concentrate (HP/LP) and a high- or low-energy roughage (HE/LE) diet from 3 months of age until confirmed pregnancy to give four treatments (*viz*, HPHE, HPLE, LPHE, LPLE) with different growth profiles. Subcutaneous adipose tissue sampled at 12 months of age was analyzed for gene expression differences using RNAseq. The largest difference in gene expression was found between LPHE and LPLE heifers, for which 1092 genes were significantly differentially expressed, representing an up-regulation of mitochondrial function, lipid, carbohydrate and amino acid metabolism as well as changes in the antioxidant system in adipose tissue of LPHE heifers. Differences between HPHE and HPLE heifers were much smaller, and dominated by genes representing NAD biosynthesis, as was the significantly differentially expressed genes (DEG) common to both HE-LE contrasts. Differences between HP and LP groups within each energy treatment were minimal. This study emphasizes the importance of transcriptional regulation of adipose tissue energy metabolism, and identifies candidate genes for further studies on early-stage obesity and glucose load in dairy cattle.

## Introduction

The global human population is steadily increasing, and with it so are the demands for efficient animal production systems [1, 2]. Within the dairy industry, efficient meat and milk production is dependent on animals with a well-functioning metabolism and an efficient and purposeful nutrient allocation [3–5]. For growing cattle this implies a rapid growth rate without excess fattening, as the number of days spent to achieve productive size is proportional to total rearing costs [6], while excessive fattening has a negative impact on both feed efficiency, subsequent health and carcass value [5, 7]. High growth rates can be achieved by both breeding and feeding strategies. Growth is also affected by management and environmental conditions, although to a lesser degree [8, 9]. As the capacity for rapid genetic progress at a farm level is limited and management and environment yield smaller effects, nutritional management is the main strategy applied in practice. However, nutritionally induced high growth rates are associated with increased fatness [10]. There is a plethora of heifer studies reporting the effects of feeding regimes during the rearing period on growth rate and characteristics, as well as on subsequent milk yield in dairy heifers [11, 12]. However, the molecular mechanisms by which these effects are exerted are still not fully elucidated.

An important role of adipose tissue in this regard has emerged, as adipose is no longer considered merely a passive energy storage tissue, but is a transcriptionally active endocrine organ with an important role in whole-body metabolism and energy balance [13, 14]. When compared to monogastrics this is especially true for ruminants, in which adipose tissue is the main site for both lipid synthesis, storage and mobilization [15]. Increased knowledge of how transcriptomic regulation in adipose tissue is affected by nutrition in dairy heifers may contribute to the development of both feeding and breeding strategies to produce more efficient animals. Several studies on adipose tissue from cattle fed differently have been performed in the recent years, elucidating the connection between plane of nutrition and the expression of genes associated with lipogenesis, adipogenesis and lipolysis [16–18]. However, most gene expression studies on adipose tissue in cattle to date have been performed using microarrays and targeted gene analysis [14–16]. Recent increased availability and reduced costs of next generation sequencing techniques have led to more gene expression studies being performed by RNA-sequencing (RNAseq) technology. Compared to microarrays, RNA-seq is more sensitive and has a much wider dynamic range. It analyzes the whole transcriptome in an unbiased fashion, and is therefore not limited by predetermined target genes, array setups or a need for existing genome annotations [19].

Data in the published literature provides evidence of an effect of nutrition on adipose expression of genes, but until now such information have only been available through microarrays and targeted gene expression analyses performed on adult cows [16–18]. Hence, the objective of this study was to investigate the effects of diets differing in protein and energy density on the full adipose transcriptome of growing dairy heifers, and to identify gene networks related to critical metabolic pathways which can be targeted in further studies to enhance replacement heifer rearing strategies and production efficiency in the Norwegian Red cow.

## Materials and methods

### Ethics statement

All experimental procedures involving animals were approved by the Norwegian Animal Research Authority (FOTS ID 2955, Reference number: 2010/203231). Biopsies were harvested under epidural anesthesia, and all animals were given 3 mg/kg BW of Ketoprofen intramuscularly (Comforion vet., Orion Pharma Animal Health) to prevent pain or inflammation at the biopsy site.

### Animal model

This study was part of a large experiment designed to examine the effects of diets with differing energy and protein contents on growth characteristics, fat deposition and subsequent milk yield in Norwegian Red heifers, and from this to determine the optimal growth curve in the pre- and post-pubertal periods for a replacement dairy heifer. Eighty heifers from the dairy herd at the Norwegian University of Life Sciences (years 2010 and 2011) were assigned either to a high (HE) or low (LE) energy group, fed according to a BW gain of 800–1000 or 600–750 g/day from three months of age to confirmed pregnancy, respectively. Each energy group was further subdivided into two protein groups, i.e. low (LP) or high (HP) to give four dietary treatments with 20 animals in each group, *viz* low-protein high-energy (LPHE), high-protein high-energy (HPHE), low-protein low-energy (LPLE) and high-protein low-energy (HPLE). The university herd consists of two genetic groups, one group with high milk-yield (HMY) and one group with low occurrence of clinical mastitis (LCM) [20]. As this genetic difference could affect several variables of interest to our experiment, it was taken into account when allocating heifers to dietary treatments to generate groups which were balanced according to genetic group. Apart from this consideration, heifers were randomly allocated to treatment group. Body weights [21] were measured every second week, and body condition scores (BCS) and height at withers (WH) recorded every month for all experimental animals. The Norwegian 1–5 scale BCS system is based on Edmonson et al. [22] but calibrated for Norwegian Red [23].

#### Heifer feeding and management

All heifer calves were fed the same diet from birth to three mo of age. From three months of age until confirmed pregnancy, heifers were housed in a tie-stall barn and fed one of the four experimental diets. Fresh feed was offered twice daily and individual feed intake was recorded four days a week. HE groups were fed grass silage ad libitum whereas LE groups were fed the same silage mixed with 10 to 40% wheat straw (on a dry matter basis) given as restricted rations. All heifers were daily fed 1 kg of either of two custom-made concentrates, differing in protein content. Energy density of the diets was adjusted with the roughage quality. Diet protein content was adjusted with both roughage quality and type of concentrate. Table 1 gives the average nutrient content of roughage and custom made concentrates. Table 2 gives average daily intake of dry matter, energy, and protein for the different treatment groups.

**Table 1:** Average nutrient content of high- and low-energy (HE and LE) roughages and high and low protein (HP and LP) concentrates, all weighted by number of feed days during the experimental feeding period from 3 mo of age to confirmed pregnancy (g/kg of dry matter if not stated otherwise).

	Start experimental feeding to confirmed pregnancy			
	Roughage		Concentrate	
Variables^1^	HE (SD)	LE (SD)	LP	HP
Dry matter, g/kg	323 (40.8)	403 (48.9)	856	855
Ash	68.0 (8.0)	61.5 (6.5)	87.8	98.1
Crude protein	140 (13.7)	107 (8.9)	155	233
Crude fat	34.0 (2.9)	27.9 (1.6)	44	53
Starch	.	.	372	263
NDF	542 (18.5)	630.7 (25.8)	176	178
Sugar	38.3 (30.5)	28.8 (23.7)	.	.
AAT_N8_	64	62	83	98
PBV_N8_	42	15	43	103
NEL_N8_, MJ/kg DM	7.0	6.5	7.6	7.7

^1^ Neutral detergent fiber (NDF). Amino acids absorbed in the small intestine (AAT_N8_), protein balance in rumen (PBV_N8_), and net energy lactation (NEL_N8_), are all calculated values (TINE Optifôr, (Volden, 2011)) at 8 kg DMI; to calculate these variables a weighted (by feed days) average for the 2 roughages (HE, LE) and concentrates (LP, HP) were entered into TINE Optifôr as fictive feeds; note that standard values have no SD. Crude protein was analysed as Kjeldahl Nitrogen x 6.25.

**Table 2:** Calculated average daily intake in the ration of dry matter (DMI, kg DM/d), net energy growth (NEG, MJ/d), crude protein (CP_intake, g/d), and amino acids absorbed in the small intestine (AAT, g/d) in the 4 treatment groups (high-energy low-protein (LPHE), high-energy high-protein (HPHE), low-energy low-protein (LPLE), low-energy high-protein (HPLE) during the entire experimental feeding period.

Stage^1^	Treatment	Variables			
		DMI	NEG	CP_intake	AAT
3 mo of age to onset of puberty	LPHE	5.3	31.3	771	485
	HPHE	5.2	30.7	825	510
	LPLE	5.1	28.0	580	432
	HPLE	5.0	27.3	637	456
Puberty to confirmed pregnancy	LPHE	7.9	46.4	1,067	665
	HPHE	7.8	45.6	1,118	693
	LPLE	7.4	39.5	785	558
	HPLE	7.2	39.4	840	578

^1^Norwegian Red heifers reach puberty at about 280 kg regardless of age. HE animals entered puberty at 9 months of age, whereas LE animals entered puberty at 11.5 months of age. Pregnancy start was targeted at 400 kg BW for all heifers, and therefore confirmed pregnancy occurred later for LE heifers than for the faster-growing HE heifers (17 and 13 months of age, respectively).

### Adipose tissue biopsy sampling

Adipose tissue biopsies were collected at 12 months of age. The heifers were given a low epidural anesthesia of 3–5 ml of a local anesthetic (Lidokel-Adrenalin vet, Kela Laboratoria NV) prior to sampling. Subcutaneous adipose tissue biopsies were harvested lateral to the tail base. Each biopsy consisted of 0.5–1.5 g of adipose tissue. Biopsies were immediately snap frozen in liquid nitrogen, and subsequently stored at -80°C.

### RNA extraction and sequencing

Each adipose tissue biopsy was crushed on dry ice, and 100 mg was used for RNA extraction. RNA extraction was carried out using the Qiagen RNeasy lipid tissue mini kit (Qiagen). All samples were homogenized in Trizol using a PRO 200 handheld homogenizer (PRO Scientific Inc., Oxford, CT USA). Except for the homogenization step, the RNA extraction methodology was performed according to the manufacturer’s protocol. The quantity and quality of RNA was determined using a Nanodrop spectrophotometer ND-1000 (Nanodrop Technologies, Wilmington, DE, USA) and the RNA 6000 Nano Lab Chip kit (Agilent Technologies Ireland Ltd., Dublin, Ireland), respectively. The best-quality RNA samples to give a balanced sample set with respect to genetic group and dietary treatment were selected for further RNA sequencing (n = 6 for LPHE, HPHE, LPLE and HPLE, respectively). RIN values for these samples varied between 7.8 and 9.2. To avoid DNA contamination, all RNA samples were subjected to a DNAse treatment after extraction (Turbo DNA-free, Ambion, Life Technologies) and a subsequent clean-up (RNA Clean and Concentrator -25, Zymo Research Corp.).

Library preparation was performed using the Illumina TruSeq RNA sample prep kit v2, according to the manufacturer’s instructions (Illumina, San Diego, CA, USA). Sequencing was carried out on an Illumina HiSeq 2000 workstation, with 100 bp paired end reads, and the 48 samples distributed randomly over 12 lanes (Clinical Genomics, Toronto).

### Statistics and bioinformatics

The fastq files containing the raw sequence reads were examined using the software FASTQC (v 0.11.2.). Adapters were trimmed from all sample fastq files using Cutadapt (v 1.3). Reads were simultaneously quality trimmed by removing reads shorter than 20 bp, or with Phred scores below 25. Following adapter and quality trimming, all files were checked again in FASTQC. Paired-end read files were aligned to the UMD3.1 bovine genome assembly [24], using Tophat 2.0.12 [25]. The number of reads per gene in each sample was counted using HTSeq-count (v 0.6.1) [26]. Statistical analysis of read counts were carried out in EdgeR (v 3.1.2), a Bioconductor software package run in the statistical software environment R (v 3.1.2) [27]. Differential gene expression was tested in EdgeR using tagwise dispersions. The statistical tests were corrected for multiple testing using the Benjamini-Hochberg method as implemented in EdgeR. A generalized linear model which included dietary treatment and genetic group was fitted to the data using the glmFit function [28]. The comparisons were performed as pairwise comparisons and the differences between contrasting treatments, i.e. LPHE-LPLE, HPHE-HPLE, LPHE-HPHE and LPLE-HPLE, were tested. Significantly differentially expressed genes (DEG) were called at a FDR (false discovery rate adjusted p-value as given in EdgeR) of 0.1, and retained for further analysis. Subsequently, the resulting lists of DEG from the low and high-energy HP/LP contrasts and the low and high-protein HE/LE contrasts were compared to identify any DEG common to both comparisons within an energy or protein level. This suggests this gene was affected by energy or protein level regardless of the level of the other dietary variable. The DEG were subsequently analyzed using Ingenuity^®^ Pathway Analysis (IPA^®^, QIAGEN Redwood City, www.qiagen.com/ingenuity) to identify affected biological pathways and cellular functions represented by the DEG. An affected pathway is defined as a pathway containing more DEG than expected by chance, given the number of genes belonging to the pathway. Significance level for the pathway analyses was set at p < 0.05. Pathways or functions specifically pertaining to irrelevant diseases, species or tissues were omitted.

## Results and discussion

### Animal performance

At 12 months, BW of heifers were significantly different (p < 0.05) between all dietary treatments, but less so between different protein treatments within an energy treatment than across energy treatments. Body condition scores were different between different energy treatments (p < 0.05), but not between protein treatments within an energy treatment. Height at withers were significantly different (p < 0.05) between all treatment groups, but the largest difference was found between different energy levels. Least-squares means of BW, BCS and WH at 12 months of age are shown in Table 3.

**Table 3:** LSMEANS of body weight(BW), body condition score (BCS) and withers height (WH) at 12 months for different treatment groups (SE).

	BW, kg	BCS, points	WH, cm
LPHE	363 (0.9)	3.99 (0.016)	114.3 (0.2)
HPHE	371 (1.1)	3.95 (0.017)	115.3 (0.2)
LPLE	295 (0.8)	3.63 (0.014)	111.7 (0.2)
HPLE	311 (0.8)	3.63 (0.013)	112.4 (0.2)

### Differential gene expression

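RNA from subcutaneous adipose tissue biopsies of 24 Norwegian Red heifers was sequenced at 12 months of age. The heifers were fed 1 of 4 diets (LPHE, LPLE, HPHE and HPLE), with 6 heifers per diet, 3 of them from the high milk-yield (HMY) and 3 from the low clinical mastitis (LCM) genetic group. The files hold 48 samples, because each heifer was sampled again in month 7 of gestation, and only the 24 samples of 12 months are used beside the conclusions of the paper. The authors trimmed the reads with Cutadapt, aligned them to the UMD3.1 bovine assembly with Tophat and counted the reads on each gene with HTSeq-count, and the deposited values are these raw counts without normalization. At 12 months between 14815595 and 59809633 reads per heifer were counted on genes, with a median of 32166717. The totals ranged from 15355145 to 49699041 in LPHE heifers (median 36083834) and from 14815595 to 43367440 in LPLE heifers (median 31689896). In HPHE heifers they ranged from 18497583 to 43475748 (median 32166717) and in HPLE heifers from 19650014 to 59809633 (median 27724330). The totals of LPHE and LPLE heifers did not differ (exact permutation test of the log2 totals, p = 0.613). Genes received a median of 56.9% of what the counting tool classified, while 24.7% fell on no annotated feature and 16.6% did not align uniquely. The sum of all rows of the count table was on average 57986321 per heifer at 12 months. All values below use the counts on genes. Every pair of heifers within a diet differed by far more than sampling noise (chi-square per degree of freedom of at least 38.3 in the 120 pairs of both sampling times), so each sample was counted as a separate replicate. Expressed genes were normalized with TMM, a generalized linear model with dietary treatment and genetic group was fitted to the 24 samples with the glmFit function of edgeR, and contrasts were tested with the likelihood ratio test, with FDR values adjusted by the Benjamini-Hochberg method. DEG were called at an FDR of 0.1. The choices that could change the counts of DEG most were the test, the filter on low counts and the samples that share a dispersion estimate. Expression per diet is given as the mean and SD of TMM-normalized CPM over 6 heifers, and a log2 fold change is given with its standard error (SE) from the model.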

Sequencing yielded on average 57.2 million raw reads per sample. Alignment analysis resulted in an average overall read mapping rate of 95.1% and a concordant pair alignment rate of 89.6%. Genes with a minimum CPM (counts per million) of two in at least three samples were considered to be expressed and were included in the differential expression analysis. Out of 26,740 gene transcripts in the UMD3.1 bovine genome assembly, 12,476 gene transcripts fulfilled this criterion. 

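The genes of the count table carry Ensembl gene identifiers. With CPM taken over the reads counted on genes, 13339 genes reached a CPM of at least 2 in at least 3 of the 24 samples of 12 months. When genes had to reach at least 10 counts in every sample, 13093 genes remained. The largest change came from leaving the filter out, with 21107 genes that had any reads. When the counting tool's rows for reads outside genes were kept, a choice made after the values were seen, 12476 rows passed. This is the paper's number, although 3 of these rows are not genes.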

A multidimensional scaling plot visualizing the level of similarity between dietary treatments is presented in Fig 1. 

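Multidimensional scaling of the 24 heifers was computed from the log2 CPM of the 500 genes with the largest differences between each pair of samples. The first dimension held 17.0% of the variation and the second held 13.4%. On the first dimension LPHE heifers had a mean of -0.521 ± 0.675 (SD, n = 6) and LPLE heifers a mean of 0.634 ± 0.561 (SD, n = 6). An exact permutation test of this separation gave p = 0.013, where 0.00216 is the smallest p that 6 heifers against 6 allow. HPHE heifers averaged -0.302 ± 0.724 and HPLE heifers 0.190 ± 0.482 on the same dimension, a difference that was not significant (exact permutation test, n = 6 per diet, p = 0.195). Neither HPHE and LPHE heifers (exact p = 0.613) nor HPLE and LPLE heifers (exact p = 0.173) were separated. The p-value of LPHE against LPLE was 0.00649 when the 100 most different genes were used (exact permutation test) and unchanged with 2000 genes.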

The greatest difference in adipose gene expression profiles was found between LPHE and LPLE heifers. 

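S100B (ENSBTAG00000004777) had the lowest FDR of the LPHE-LPLE contrast. Its expression was 410 ± 135 CPM (SD, n = 6) in LPHE heifers and 126 ± 40.9 CPM (SD, n = 6) in LPLE heifers, a log2 fold change of 1.69 (SE 0.245, FDR 6.03e-08). All LPHE heifers were above all LPLE heifers for this gene (exact permutation test, p = 0.00216, the smallest p possible with 6 heifers per diet). The next lowest FDR values were those of LOC518623 (log2 fold change 1.81, SE 0.302, FDR 1.4e-05), C19orf80 (2.72, SE 0.487, FDR 1.04e-04), CRYAB (1.68, SE 0.305, FDR 1.11e-04) and PIR (1.27, SE 0.235, FDR 1.61e-04). In the HPHE-HPLE contrast the lowest FDR was 5.52e-04, in HPHE-LPHE it was 1.28e-04 and in HPLE-LPLE it was 0.0493. S100B was also higher in HPHE (394.5 ± 61.9 CPM) than in HPLE heifers (177 ± 56.4 CPM, SD, n = 6 each), with a log2 fold change of 1.19 (SE 0.242, FDR 0.00301). Under the quasi-likelihood F test, the alternative that changed these FDR values most, S100B had an FDR of 0.00599 in the LPHE-LPLE contrast and 0.361 in the HPHE-HPLE contrast. From the DEG of each contrast, the paper concludes that LPHE and LPLE heifers differed most.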

This contrast yielded 1092 DEG, 40 times more than any other comparison. 

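Of the 13339 genes tested, 944 had an FDR under 0.1 between LPHE and LPLE heifers, with 593 up-regulated and 351 down-regulated in LPHE heifers. In the HPHE-HPLE contrast 16 genes were DEG. The HPHE-LPHE and HPLE-LPLE contrasts gave 3 DEG each. Apart from leaving out single heifers, DESeq2 with its own size factors, dispersions and Wald test moved the count of the LPHE-LPLE contrast most, to 1615 DEG, and also gave 25 DEG for HPHE-HPLE. The quasi-likelihood F test of edgeR gave 1035 DEG for LPHE-LPLE and 0 for each of the other contrasts.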

The number of DEG identified by contrasting treatments, energy or protein levels are shown in Table 4. 

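The HPHE-HPLE DEG were 8 up-regulated and 8 down-regulated genes. In HPHE-LPHE 1 gene was up-regulated and 2 were down-regulated in HPHE heifers, and in HPLE-LPLE 1 was up-regulated and 2 were down-regulated in HPLE heifers. The HE-LE contrasts shared 8 DEG, 7 up-regulated and 1 down-regulated in HE heifers of both protein levels, and no DEG was common to both HP-LP contrasts. With each heifer of the compared diets left out in turn, LPHE-LPLE gave from 484 to 1719 DEG across 12 fits, HPHE-HPLE from 5 to 67, HPHE-LPHE from 1 to 23 and HPLE-LPLE from 0 to 17. The lowest count of LPHE-LPLE was therefore above the highest count of every other contrast. Fitting only the 12 samples of the contrast raised HPHE-HPLE to 61 DEG, the largest change of that count among the other alternatives.

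**Figure D1:**
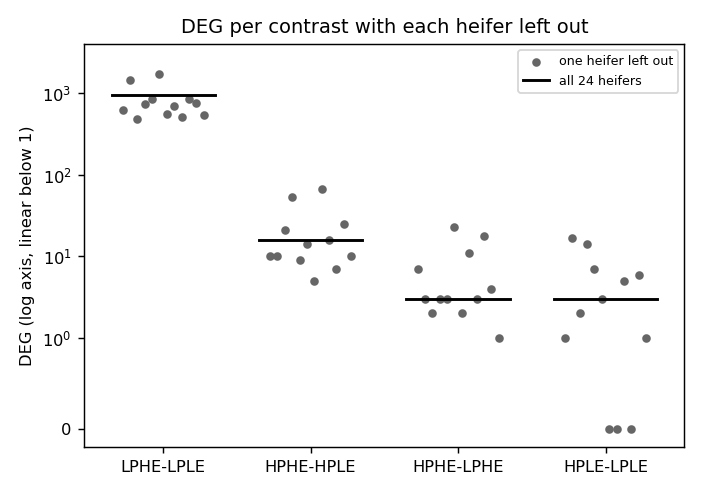
Number of DEG per contrast (vertical axis, logarithmic above 1) with all 24 heifers in the fit (black lines) and with each heifer of the compared diets left out in turn (points, 12 per contrast). LPHE-LPLE stays between 484 and 1719 DEG, and no fit of the other contrasts exceeds 67.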

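In the HE groups, 3 of 13339 genes had an FDR under 0.1 between HPHE and LPHE heifers, and in the LE groups 3 did between HPLE and LPLE heifers. Both counts became 0 under the quasi-likelihood F test and also when genes needed at least 10 counts in every sample. The largest count for HPHE-LPHE, 26 DEG, came from leaving out the filter on low counts, and for HPLE-LPLE it was 8 DEG when only the 12 samples of the contrast were fitted, apart from the fits that left out a heifer.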

Contrasts between the HP and LP groups within each energy level yielded only two DEG for the HE contrast, and one DEG for the LE contrast. Details on these DEG are presented in Table 5. 

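CRYM (ENSBTAG00000009842) had a mean expression of 1.10 ± 0.431 CPM (SD, n = 6) in HPLE and 12.2 ± 18.8 CPM (SD, n = 6) in LPLE heifers, a log2 fold change of -3.36 (SE 0.727, FDR 0.0493). DSP (ENSBTAG00000015106) had 1.40 ± 1.26 CPM in HPHE and 18.2 ± 26.3 CPM in LPHE heifers (SD, n = 6 each), with a log2 fold change of -3.71 (SE 0.77, FDR 0.00925). ACTA1 (ENSBTAG00000046332) had 16.9 ± 23.8 CPM in HPHE and 0.0718 ± 0.0577 CPM in LPHE heifers (SD, n = 6 each), with a log2 fold change of 7.75 (SE 1.64, FDR 0.0107). In each case the SD of the diet with the higher mean exceeded that mean. An exact permutation test of log2 CPM over 6 heifers against 6 gave p = 0.0455 for CRYM, p = 0.0693 for DSP and p = 0.0455 for ACTA1. The remaining DEG were ENSBTAG00000016148, down-regulated in HPHE compared with LPHE heifers (log2 fold change -4.61, SE 0.803, FDR 1.28e-04), PRLR, down-regulated in HPLE compared with LPLE heifers (-2.16, SE 0.504, FDR 0.0864), and ENSBTAG00000047529, up-regulated in HPLE heifers (5.62, SE 1.32, FDR 0.0864). The highest HPLE heifer had 96.4 CPM of ENSBTAG00000047529, while the median of the 6 HPLE heifers was 0.547 CPM. The quasi-likelihood F test changed the FDR values most, to 0.999 for CRYM and 1 for DSP and ACTA1.

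**Figure D2:**
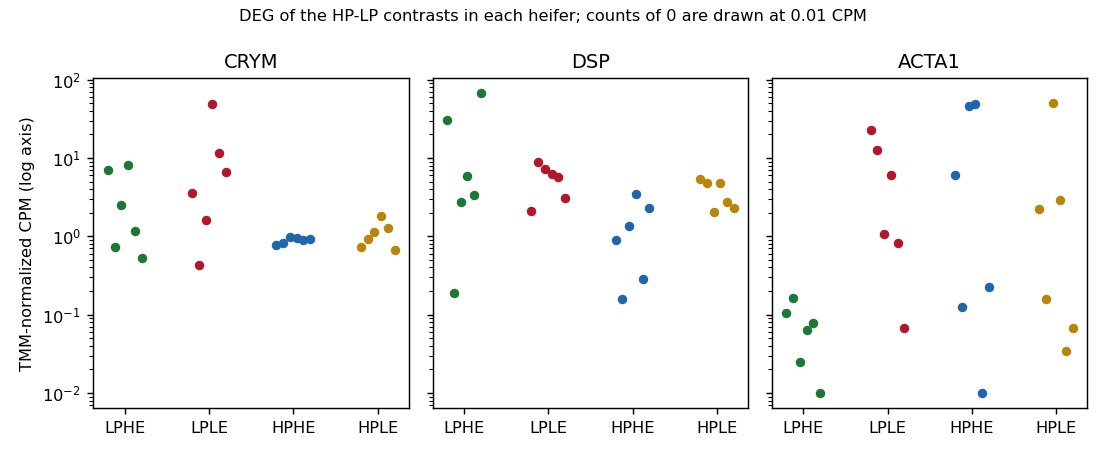
TMM-normalized CPM (logarithmic axis, counts of 0 drawn at 0.01 CPM) of CRYM, DSP and ACTA1 in each of the 6 heifers per diet at 12 months. The CRYM values of LPLE heifers run from 0.426 to 49.7 CPM, the DSP values of LPHE heifers from 0.188 to 66.9 CPM and the ACTA1 values of HPHE heifers from 0 to 48.6 CPM.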

The full lists of DEG between the LPHE-LPLE and the HPHE-HPLE contrasts are shown in S1 and S2 Tables, respectively. The RNAseq raw data are deposited and accessible through NCBI’s Gene Expression Omnibus with the GEO Series accession number GSE79347 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE79347).

**Fig 1:**
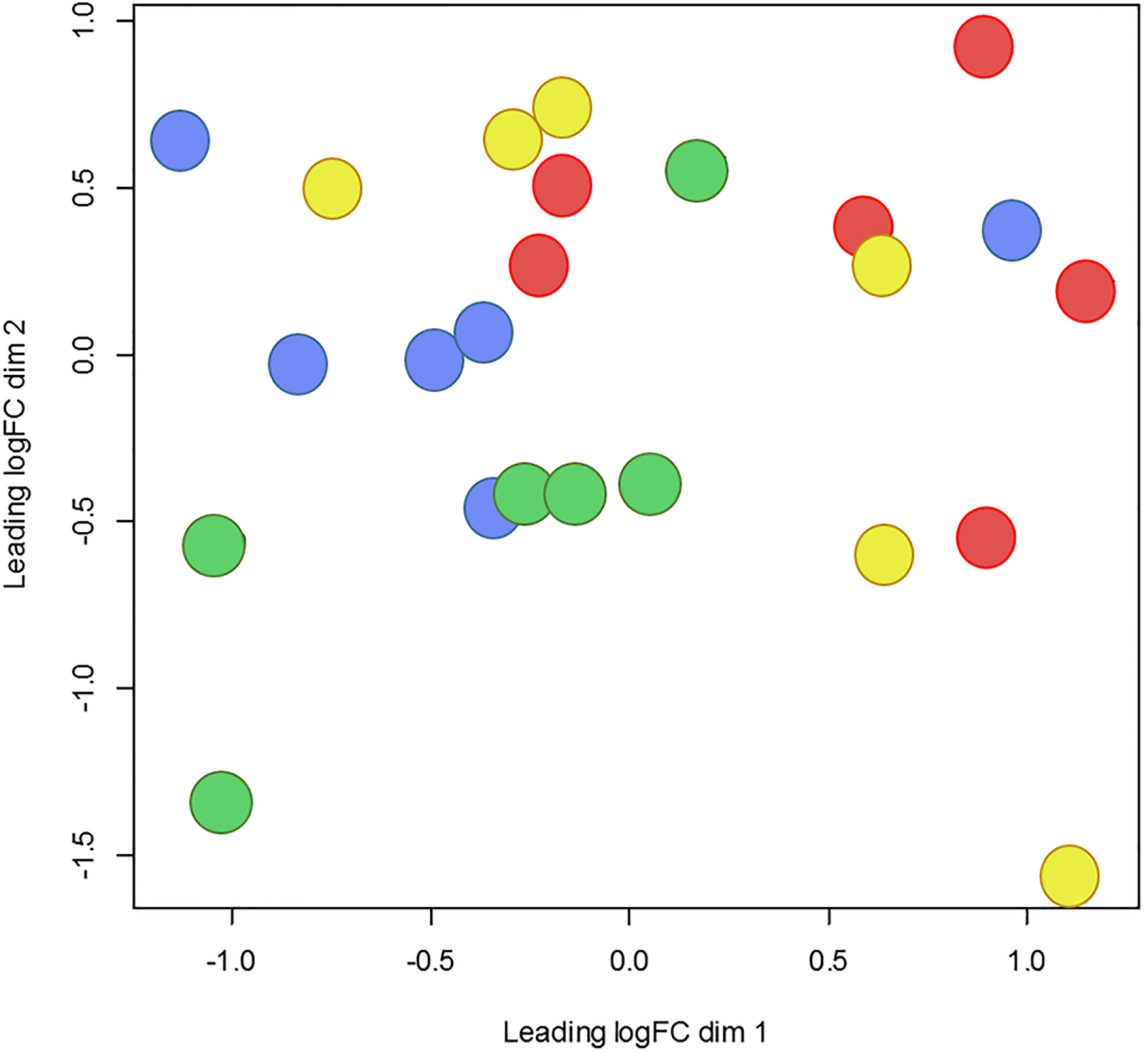
MDS plot of individual samples plotted 2-dimensionally by log fold change (logFC). Green = Low-protein, high-energy (LPHE), Blue = High-protein, high-energy (HPHE), Red = Low-protein, low-energy (LPLE), Yellow = High-protein, low-energy (HPLE).

**Table 4:** Number of up- and down-regulated differentially expressed genes between compared treatment groups.

Comparison	DEG total	Upregulated	Downregulated
LPHE-LPLE	1092	712	380
HPHE-HPLE	24	13	11
HPHE-LPHE	2	1	1
HPLE-LPLE	1	0	1
(LPHE-LPLE)–(HPHE-HPLE)	16	12	4
(LPHE-HPHE)—(LPLE-HPLE)	0	-	-

**Table 5:** DEG from HP-LP comparisons.

Gene symbol	Ensembl Gene ID	Description	logFC^a^	FDR^b^
HPLE-LPLE				
*CRYM*	ENSBTAG00000009842	crystallin, mu	-3.217	0.097394
HPHE-LPHE				
*ACTA1*	ENSBTAG00000046332	Actin, alpha 1, skeletal muscle	7.751	0.020466
*DSP*	ENSBTAG00000015106	Desmoplakin	-3.720	0.020466

^a^ logFC = log2 fold change

^b^ FDR = False discovery rate.

### Pathway analysis

Differentially expressed genes were grouped in IPA according to their biological functions. The functional groups most highly represented by DEG found for LPHE-LPLE contrasts were nucleic acid metabolism, amino acid metabolism and small molecule biochemistry. Small molecule biochemistry was also the functional group most highly represented by the HPHE-HPLE DEG. Figs 2 and 3 display further cellular function differences found for DEG from the two LPHE-LPLE and HPHE-HPLE contrasts, respectively. Pathway analysis of the DEG between LPHE and LPLE heifers resulted in 99 significantly affected pathways (p < 0.05). The main pathways affected by the difference in LPHE and LPLE feeding regimes pertained to mitochondrial functions (mitochondrial dysfunction, oxidative phosphorylation and TCA cycle), amino acids (valine, isoleucine, leucine, tryptophan, arginine, proline and cysteine metabolism and degradation) and carbohydrate metabolism (pyruvate, propanoate, butanoate and ketone body metabolism, glycolysis and gluconeogenesis), antioxidant defense systems and fatty acid biosynthesis and degradation. 

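The genes that the paper lists for these functions changed as follows between LPHE and LPLE heifers. Of the 11 genes of the TCA cycle in Fig 6, 10 were DEG, all up-regulated, with a median log2 fold change of 0.616 over the 11. For the 63 genes drawn in the electron transport chain, 56 identifiers were found in the paper's tables. Of these, 49 were DEG, again all up-regulated (median log2 fold change 0.637). CYCS is counted under each of its identifiers, here and below. Among the 28 genes of amino acid metabolism (Table 7), 17 were up-regulated DEG and 2 were down-regulated DEG. All 14 genes of carbohydrate metabolism (Table 8) were up-regulated DEG. Of the 24 antioxidant genes (Table 9), 18 were up-regulated DEG and 5 were down-regulated DEG. These lists contain the genes that the paper selected as DEG, so their share of DEG is not a test of enrichment, and the pathway database used by the paper is not in the files analysed here. Without TMM normalization, the electron transport chain had 42 DEG, and with an FDR of 0.05 it had 38. Relative to its size, the count of Table 9 fell more at that FDR. From the over-representation of such genes among the DEG, the paper concludes that mitochondrial functions, amino acids and carbohydrate metabolism were the main pathways affected.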

The most highly affected pathways for this contrast are shown in Fig 4. Pathway analysis of the 24 DEG from the HPHE-HPLE comparison yielded the IPA pathways shown in Fig 5. 

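The paper names XYLT1 for the first of these pathways and QPRT for the second. XYLT1 (ENSBTAG00000005523) was up-regulated in HPHE heifers, with 31.1 ± 8.06 CPM against 14.7 ± 4.54 CPM in HPLE heifers (SD, n = 6 each), a log2 fold change of 1.11 (SE 0.275, FDR 0.0603). No HPLE heifer reached the lowest HPHE heifer (21.9 against 22.6 CPM, exact permutation test, n = 6 per diet, p = 0.00216). QPRT (ENSBTAG00000018082) had 134 ± 44.6 CPM in HPHE and 67.4 ± 23.7 CPM in HPLE heifers (SD, n = 6 each), a log2 fold change of 0.959 (SE 0.265, FDR 0.157), which did not pass the FDR of 0.1, although its exact permutation p was 0.00649. Fitting only the 12 samples of the contrast brought the FDR of QPRT to 0.0494, while the quasi-likelihood F test moved that of XYLT1 to 0.507. From its own DEG list, the paper reasons that glycosaminoglycan and NAD biosynthesis were the pathways mainly affected.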

Significantly affected pathways for this contrast were mainly related to glycosaminoglycan and NAD biosynthesis. NAD biosynthesis was also the main pathway represented by the 17 DEG common to both HE-LE contrasts. 

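In the counts analysed here 8 genes were DEG in both HE-LE contrasts, all with the same direction in both. S100B was one of these, with log2 fold changes of 1.69 (SE 0.245, FDR 6.03e-08) in LPHE-LPLE and 1.19 (SE 0.242, FDR 0.00301) in HPHE-HPLE. QPRT, the gene of NAD biosynthesis, changed in the same direction in both, with 1.43 (SE 0.265, FDR 1.61e-04) in LPHE-LPLE and 0.959 (SE 0.265, FDR 0.157) in HPHE-HPLE. Over all HE against all LE heifers, QPRT had a log2 fold change of 1.19 (SE 0.186, FDR 5.04e-07). The number of common DEG rose to 14 with DESeq2 and fell to 0 under the quasi-likelihood F test, which left no DEG in HPHE-HPLE. The paper names NAD biosynthesis as the main pathway among its DEG shared by both contrasts.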

DEG from the two HP-LP contrasts were not subjected to pathway analysis due to low numbers.

**Fig 2:**
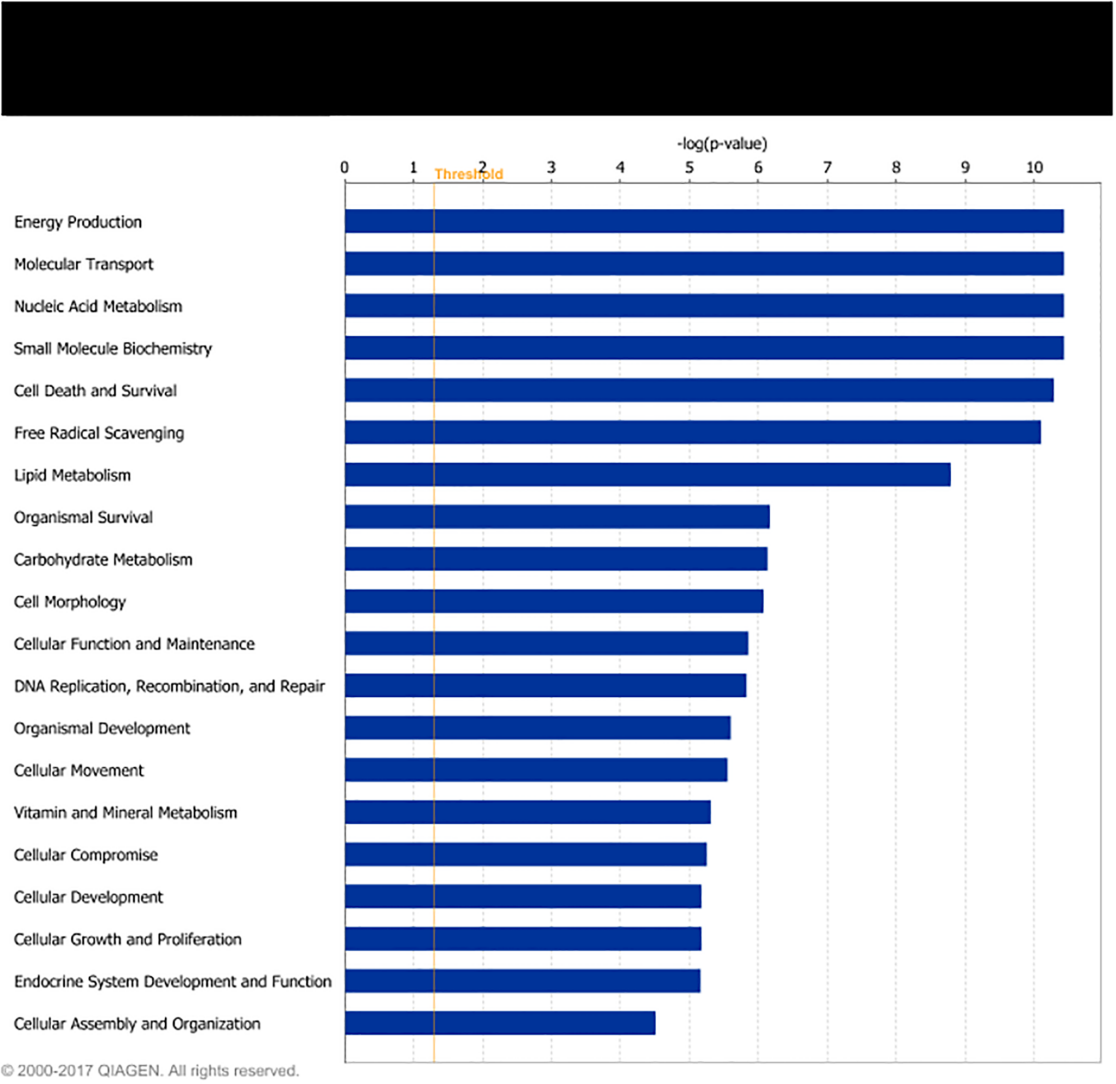
Cellular functions of differentially expressed genes between low-protein fed heifers on high- or low-energy diets. The bars indicate the likelihood [-log (p-value)] that the specific cellular function was affected by dietary energy level compared with other functions represented by the list of differentially expressed genes. Threshold–log p-value (orange line) is set to 1.3, which equals a p-value of 0.05.

**Fig 3:**
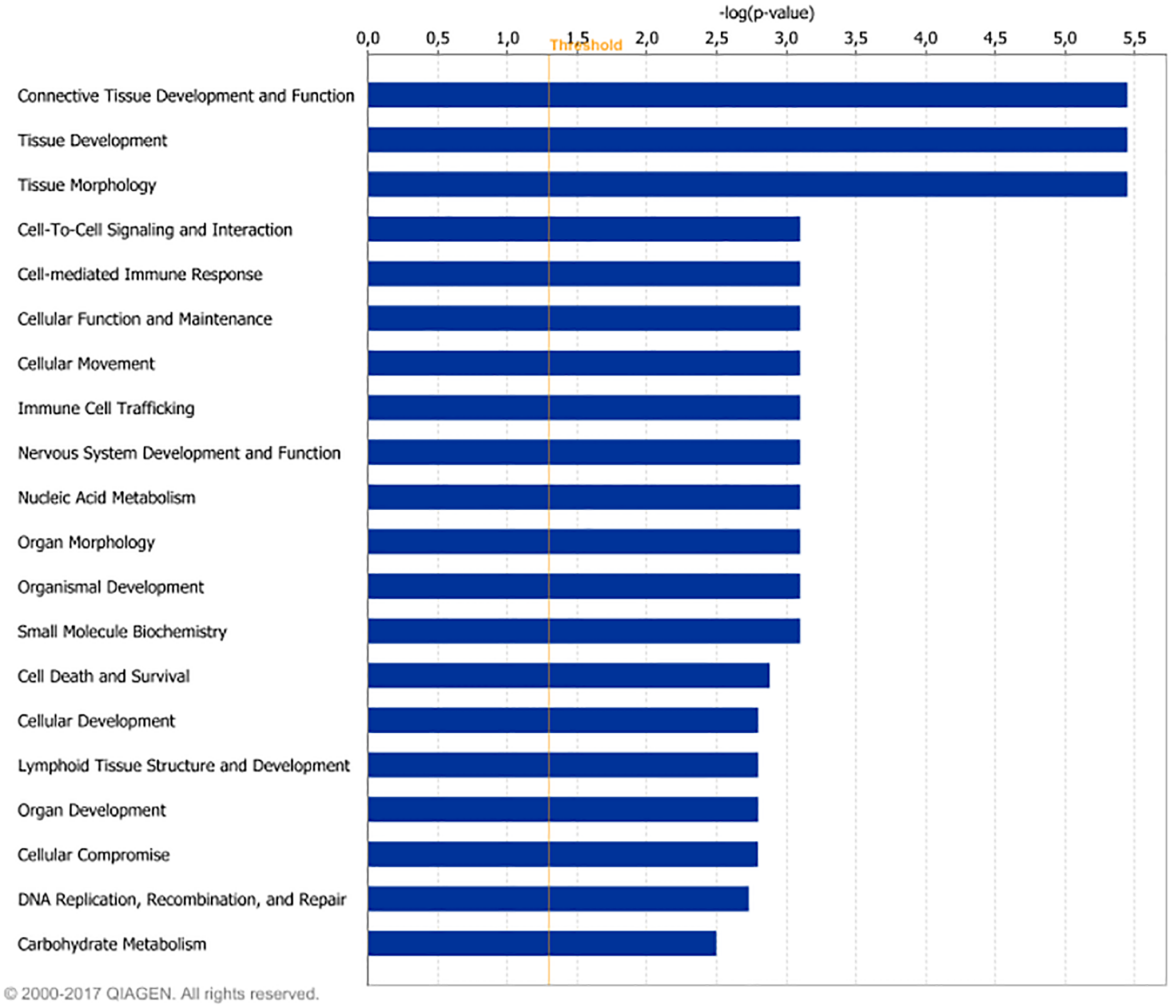
Cellular functions of differentially expressed genes between high-protein fed heifers on high-or low-energy diets. The bars indicate the likelihood [-log (p-value)] that the specific cellular function was affected by dietary energy level compared with other functions represented by the list of differentially expressed genes. Threshold–log p-value (orange line) is set to 1.3, which equals a p-value of 0.05.

**Fig 4:**
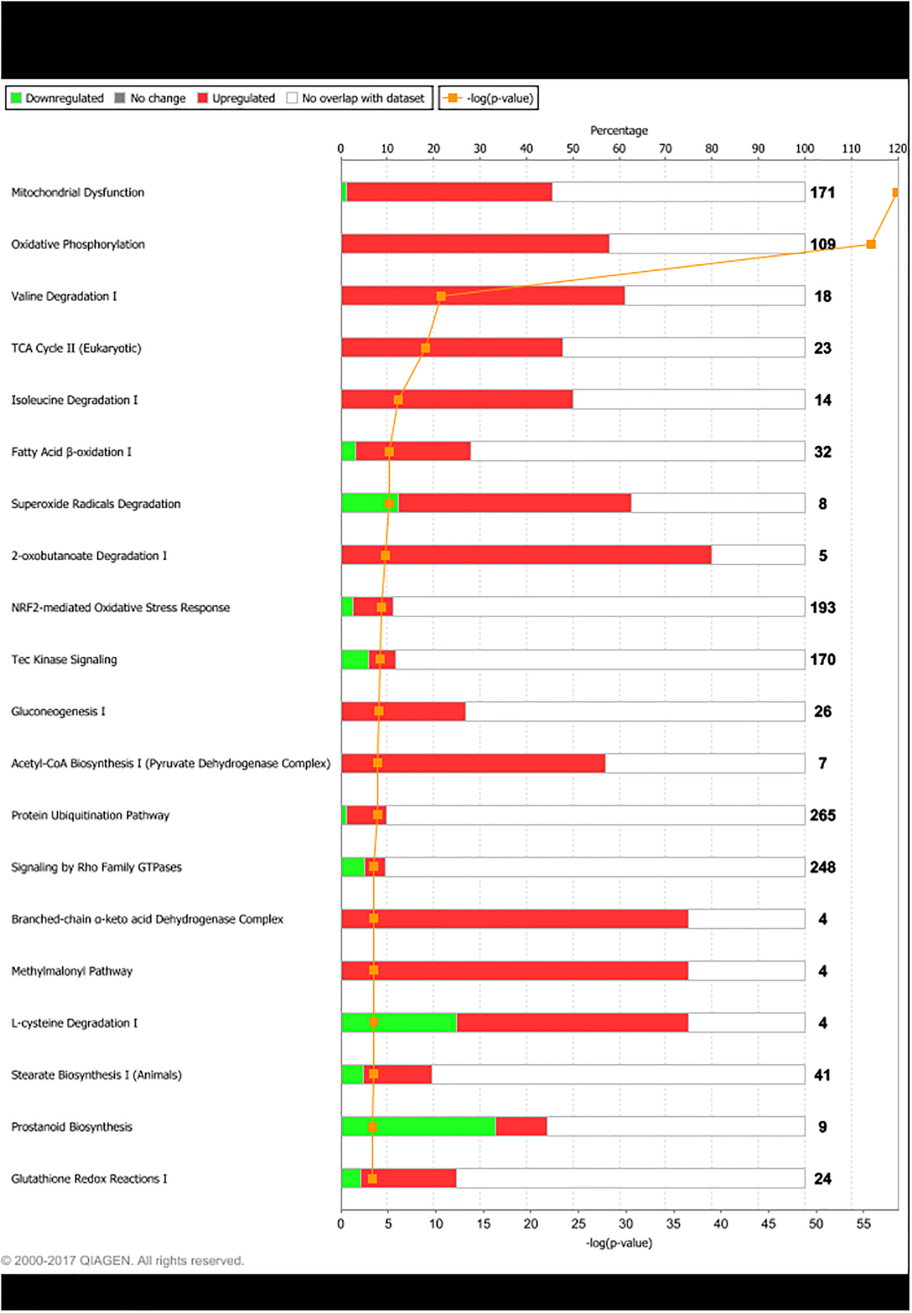
Main pathways differentially expressed between low-protein/ high-energy (LPHE) and low-protein/ low-energy (LPLE) fed heifers. Red bars indicate percent upregulated, and green bars indicate percent downregulated genes in the pathway in LPHE versus LPLE heifers. Number to the right of bars display total number of genes pertaining to each pathway. Orange squares indicate the negative logarithm of p-value of observation (-log p-value = 1.3 equals p-value = 0.05).

**Fig 5:**
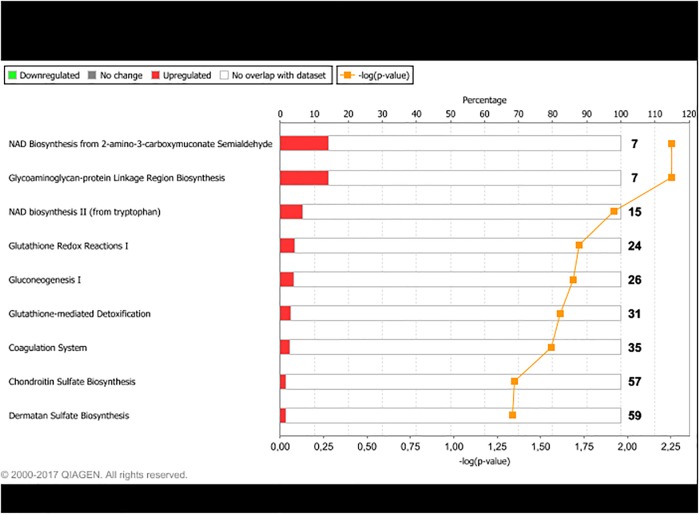
Main pathways differentially expressed between high-protein/ high-energy (HPHE) and high-protein/ low-energy (HPLE) fed heifers. Red bars indicate percent upregulated, and green bars indicate percent downregulated genes in the pathway in HPHE versus HPLE heifers. Number to the right of bars display total number of genes pertaining to each pathway. Orange squares indicate the negative logarithm of p-value of observation (-log p-value = 1.3 equals p-value = 0.05).

### Gene expression differences between energy treatments

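A direct test of the difference between both energy contrasts, (LPHE-LPLE) minus (HPHE-HPLE) in the same fitted model, gave 14 DEG at an FDR of 0.1, 11 with a more positive energy effect in the LP groups and 3 with a more negative one. The lowest FDR values belonged to ENSBTAG00000016148 (difference of 5.94 on the log2 scale, SE 1.05, FDR 1.96e-04), ENSBTAG00000047529 (7.885, SE 1.61, FDR 0.00657), SELE (4.51, SE 0.945, FDR 0.00787), PLAC8 (3.40, SE 0.729, FDR 0.0103) and ENSBTAG00000037634 (4.67, SE 1.04, FDR 0.0147). SELE had 14.1 ± 12.6 CPM in LPHE and 5.75 ± 5.00 CPM in LPLE heifers, against 1.90 ± 1.45 CPM in HPHE and 16.9 ± 19.1 CPM in HPLE heifers (SD, n = 6 each). Of the 944 DEG of LPHE-LPLE, 10 were among these 14 genes. When heifers were regrouped between LP and HP within an energy level, 28 of 100 splits gave as many DEG, with up to 225 in a split. The 14 DEG are thus not separated from a chance allocation of heifers. Left out in turn, the 24 heifers gave between 5 and 54 DEG for the difference. The quasi-likelihood F test gave 0, and fitting all 48 samples gave 28. From its own numbers of DEG in each contrast, the paper reasons that energy and protein level interact in adipose tissue metabolism.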

The massive difference in DEG numbers identified for the examined contrasts suggests a profound interaction between energy and protein level in the diet on adipose tissue metabolism, and that this interaction effect is in fact larger than the effects of protein or energy independently. The differences in gene expression between LPHE and LPLE heifers illustrates the importance of transcriptional regulation in metabolism, as several of the main affected pathways such as oxidative phosphorylation, TCA cycle, amino acid and carbohydrate metabolism clearly reflect changes in energy metabolism which are expected to differ in animals fed high- or low-energy diets. 

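Over the genes the paper lists for these pathways, the median energy effect was positive at both protein levels and smaller in the HP groups. The paper selected these genes as DEG of LPHE-LPLE in the same heifers, which favours larger changes in that contrast. The median log2 fold change of the 56 electron transport chain genes was 0.637 in LPHE-LPLE and 0.262 in HPHE-HPLE, and that of the 11 TCA cycle genes was 0.616 and 0.292. For the 28 genes of amino acid metabolism the medians were 0.713 and 0.259, and for the 14 genes of carbohydrate metabolism 0.746 and 0.345. None of these genes was a DEG in HPHE-HPLE, where the lowest FDR was 0.42 in the electron transport chain, 0.711 in the TCA cycle, 0.573 in amino acid metabolism and 0.34 in carbohydrate metabolism. In LPHE-LPLE the largest change was that of IDO1 (log2 fold change 3.06, SE 0.913, FDR 0.0287). IDO1 was lower in HPHE than in HPLE heifers (-1.69, SE 0.832, FDR 0.665), and the direct test of this difference gave an FDR of 0.0464. For no other gene of these groups was the direct test significant, the next lowest FDR being 0.964 for MCEE. When only the 12 samples of LPHE-LPLE were fitted, the log2 fold change of IDO1 was 2.43 with an FDR of 0.163. The paper concludes from the affected pathways that transcriptional regulation is important in metabolism, since changes in energy metabolism were anticipated between these diets.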

The DEG between HPHE and HPLE heifers suggest the main differences between these two groups was related to connective tissue structure (upregulated glycosaminoglycan synthesis by xylosyltransferase 1, *XYLT1*), and NAD synthesis by quinolinate phosphoribosyltransferase (*QPRT*). 

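In LPHE-LPLE, where XYLT1 was not a DEG, it had 28.1 ± 11.4 CPM in LPHE and 19.8 ± 8.60 CPM in LPLE heifers (SD, n = 6 each), a log2 fold change of 0.436 (SE 0.274, FDR 0.4). QPRT was a DEG there, with 140 ± 43.2 CPM in LPHE and 52.6 ± 21.9 CPM in LPLE heifers (SD, n = 6 each) and a log2 fold change of 1.43 (SE 0.265, FDR 1.61e-04). The strongest changes of HPHE-HPLE were those of ENSBTAG00000016148 (log2 fold change -4.37, SE 0.797, FDR 5.52e-04), SERPINA5 (2.30, SE 0.43, FDR 6.04e-04), NNAT (-1.835, SE 0.37, FDR 0.00301), S100B (1.19, SE 0.242, FDR 0.00301) and SELE (-3.12, SE 0.692, FDR 0.0153). NNAT had 90.8 ± 26.2 CPM in HPHE and 324 ± 119 CPM in HPLE heifers (SD, n = 6 each), with no overlap between the heifers of the diets (exact permutation test, p = 0.00216). No alternative examined for single genes changed the direction of any of these, but the FDR of SERPINA5 was 0.368 under the quasi-likelihood F test. The paper reasons from XYLT1 and QPRT that HPHE and HPLE heifers differed mainly in connective tissue structure and NAD synthesis.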

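At an FDR of 0.1, 8 DEG were common to both HE-LE contrasts, and at 0.05 there were 5. Of the 16 DEG of HPHE-HPLE, 12 were also among the 960 DEG of the overall HE-LE comparison. Without the limit that an FDR of 0.1 sets in HPHE-HPLE, 278 of the 944 DEG of LPHE-LPLE had an unadjusted p under the usual 0.05 in HPHE-HPLE. QPRT was among the 5 genes with the lowest FDR of the overall comparison (log2 fold change 1.19, SE 0.186, FDR 5.04e-07), which the quasi-likelihood F test changed to 0.00553. The paper reasons that the low number of DEG in HPHE-HPLE left NAD synthesis as the pathway affected by energy at both protein levels.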

The low number of DEG in this contrast also affects the number of DEG common to both HE-LE contrasts, and leaves NAD synthesis as the pathway mainly affected by energy level regardless of protein level in the diet. This is an interesting finding, although not surprising, as nicotinamide adenine dinucleotide (NAD) is a coenzyme well known to take part in a plethora of cellular oxidation-reduction reactions, which constitute the basis of cellular energetics [29]. Based on the results of other gene expression studies, we expected certain genes to be differentially expressed in both energy contrasts. These genes included *FASN* [18, 30], *SCD* [18, 30], *ELOVL6* [30], *ACACA* [18, 30] and *OB* [31]. 

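FASN (ENSBTAG00000015980) had 11140 ± 1190 CPM in LPHE and 6734 ± 2290 CPM in LPLE heifers (SD, n = 6 each), a log2 fold change of 0.727 (SE 0.246, FDR 0.0622). In HPHE-HPLE its log2 fold change was 0.365 (SE 0.246, FDR 0.77). SCD (ENSBTAG00000045728) changed by nearly the same amount in both, with log2 fold changes of 1.11 (SE 0.317, FDR 0.0212) in LPHE-LPLE and 1.06 (SE 0.316, FDR 0.23) in HPHE-HPLE. For ELOVL6 (ENSBTAG00000010564) they were 1.58 (SE 0.305, FDR 2.5e-04) and 0.985 (SE 0.307, FDR 0.3), and for ACACA (ENSBTAG00000017567) 1.28 (SE 0.275, FDR 0.00151) and 0.843 (SE 0.274, FDR 0.333). The leptin gene, OB in the paper and LEP (ENSBTAG00000014911) in its tables, had 1.60 (SE 0.355, FDR 0.00212) and 1.14 (SE 0.361, FDR 0.301). Each gene was also tested alone by an exact permutation test (n = 6 per diet), without correction for the number of genes. HPHE exceeded HPLE heifers for SCD (exact p = 0.00866), ELOVL6 (exact p = 0.039), ACACA (exact p = 0.0346) and LEP (exact p = 0.0476). The test did not separate them for FASN (exact p = 0.132). The diets overlapped for each gene, as for LEP with 297 to 794 CPM in HPHE and 82 to 589 CPM in HPLE heifers. The call of FASN in LPHE-LPLE rested on the test, since the quasi-likelihood F test gave an FDR of 0.106, and the call of SCD in HPHE-HPLE on the samples fitted, since its FDR was 0.0196 with only the 12 samples of that contrast. The paper expected these genes in both contrasts because other studies had found them to respond to dietary energy.

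**Figure D3:**
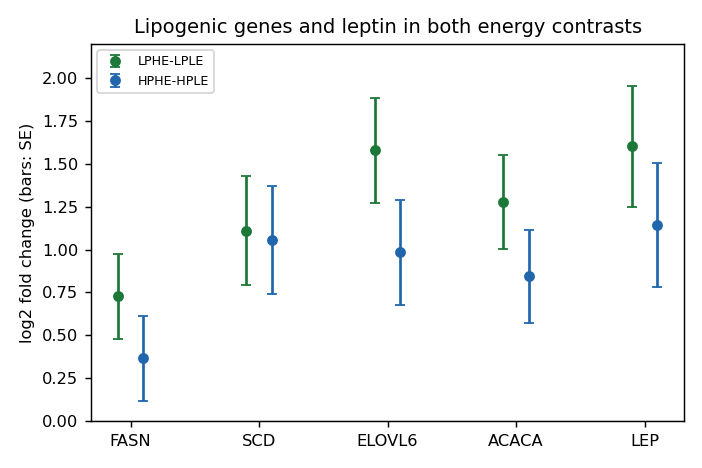
Log2 fold change (points) and its SE (bars) of FASN, SCD, ELOVL6, ACACA and LEP in LPHE-LPLE and HPHE-HPLE. All 5 genes are up-regulated in HE heifers in both contrasts, from 0.365 for FASN in HPHE-HPLE to 1.60 for LEP in LPHE-LPLE.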

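Of the 944 DEG of LPHE-LPLE, 867 had the same direction in HPHE-HPLE and 77 had the other direction, a share of 91.8% (95% Wilson interval 89.9 to 93.4%, which treats genes as independent). Over all 13339 expressed genes the share was 70.2%. Of the 1092 genes in the paper's S1 Table, 992 had the same direction in both contrasts of the counts analysed here. Without a filter on low counts the share was 87.4%. With each of the 24 heifers left out in turn it ranged from 84.3 to 94.6%. The paper points to this common direction because the expected genes did not reach an FDR under 0.1 in HPHE-HPLE.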

We would like to emphasize that even though these “classical” and expected DEG from the LPHE-LPLE contrast, did not obtain an FDR < 0.1 in the HPHE-HPLE contrast, 991 of the 1092 DEG from the LP comparison displayed the same directional change in the HP contrast. Thus, differences were mainly the same, only smaller, and given a bigger sample set, the results for the two contrasts would probably be more similar. 

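Over the 944 DEG of LPHE-LPLE, the median size of the log2 fold change was 0.766 in LPHE-LPLE and 0.351 in HPHE-HPLE, and 922 of the genes changed less in HPHE-HPLE. This set was chosen by the LP contrast, which favours larger changes there. Over the 960 DEG of the overall HE-LE comparison, which uses both contrasts equally, the medians were 0.722 and 0.463. Of these genes, 800 (83.3%) changed more in LPHE-LPLE. When heifers were regrouped between LP and HP within an energy level, 19 of 100 splits gave as uneven a share (median of the others 67.83%). The share is thus not separated from a chance allocation of heifers. Under the direct test, 10 of the 944 genes differed between the contrasts at an FDR of 0.1. At an FDR of 0.1 the overall comparison had 1524 DEG, and without a filter on low counts 87.4% of the LPHE-LPLE DEG kept their direction. The paper concludes that the differences were mainly the same and only smaller in the HP groups. It reasons that a bigger sample set would probably make the contrasts more similar.

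**Figure D4:**
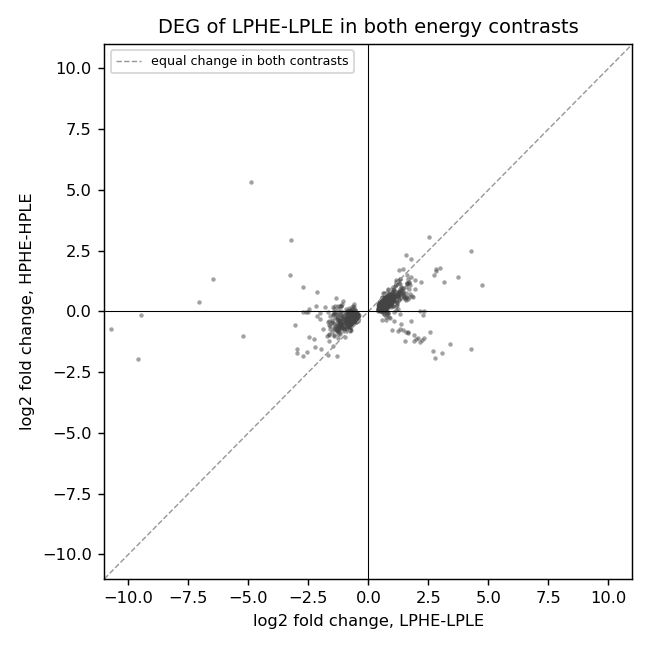
Log2 fold change in LPHE-LPLE (horizontal axis) and in HPHE-HPLE (vertical axis) of the 944 DEG of LPHE-LPLE, one point per gene, with a dashed line of equal change. Most points (867) have the same direction in both contrasts, and 922 changed less in HPHE-HPLE.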

For comparative purposes, we also performed an overall comparison of all HE animals against all LE animals within the same fitted model as described above. With an FDR cutoff value of 0.05 (because of the increased power of this test), the resulting DEG list was strikingly similar to the DEG list for the LPHE-LPLE contrast. 

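In the same fitted model, the mean of LPHE and HPHE heifers against the mean of LPLE and HPLE heifers gave 960 DEG at an FDR of 0.05, 625 up-regulated and 335 down-regulated in HE heifers. Of the 944 DEG of LPHE-LPLE, 671 (71.1%) were among them, all with the same direction, and these made up 69.9% of the overall list. The other 289 overall DEG were not DEG in LPHE-LPLE, and 12 of the overall DEG were also DEG in HPHE-HPLE. The lowest FDR values were those of S100B (log2 fold change 1.44, SE 0.172, FDR 6.58e-13), BAIAP2L1 (1.59, SE 0.243, FDR 3.44e-07), SERPINA5 (1.93, SE 0.297, FDR 3.44e-07), QPRT (1.19, SE 0.186, FDR 5.04e-07) and GSTM1 (0.9785, SE 0.157, FDR 1.13e-06). The overall count was highest with DESeq2, at 1598 DEG, and under the quasi-likelihood F test it was 905. The paper describes its overall list as very similar to its list for LPHE-LPLE.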

In the following 4 sub-sections the main differences in adipose gene expression between LPHE and LPLE heifers are discussed.

#### Mitochondrial function

The tricarboxylic acid (TCA) cycle and the electron transport chain performing oxidative phosphorylation take place in the mitochondria. The TCA cycle is central to many anabolic and catabolic pathways in a mammalian cell as its main substrate, acetyl-CoA is produced from the initial breakdown of carbohydrates, protein and lipids. It also provides substrates for the synthesis of fatty acids, sterols, amino acids and glucose. The cycle consists of eight steps. 

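Of the 11 TCA cycle genes in Fig 6, 10 were up-regulated DEG in LPHE heifers, with FDR values from 0.00785 upward, and SDHA was up-regulated without being a DEG, with the highest FDR of the group, 0.102. The smallest log2 fold change was 0.508 for SDHD (SE 0.156, FDR 0.0344), and the median of the group was 0.616. The count of DEG was 11 with DESeq2, and 9 at an FDR of 0.05. The paper reasons from up-regulation at every step that LPHE heifers produced more mitochondrial citrate.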

Genes associated with all eight steps were up-regulated in LPHE heifers which indicates increased mitochondrial citrate production in LPHE heifers. Citrate is the main fatty acid precursor originating from oxidative metabolism. Citrate destined for fatty acid synthesis is transported out of the mitochondria by a citrate transport protein encoded by *SLC25A1*, which was up-regulated in LPHE heifers. 

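SLC25A1 (ENSBTAG00000008528) had 787 ± 158 CPM (SD, n = 6) in LPHE and 378 ± 99.4 CPM (SD, n = 6) in LPLE heifers, a log2 fold change of 1.05 (SE 0.273, FDR 0.00889). The lowest LPHE heifer (565 CPM) was above the highest LPLE heifer (509 CPM), so the exact permutation test gave p = 0.00216, the smallest p for 6 heifers per diet. Leaving out TMM normalization had the largest effect on the log2 fold change, which was then 0.987 (FDR 0.0115). In the paper's reasoning, the transporter links mitochondrial citrate to fatty acid synthesis in the cytosol.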

In the cytosol, citrate is converted to acetyl-CoA by ATP citrate lyase (*ACLY*). In ruminants, acetate (from ruminal fermentation) has been shown to be the main carbon source for fatty acid synthesis [32]. Citrate lyase has traditionally been regarded as virtually inactive in ruminant adipose tissue, because of the low levels of glucose available for metabolism in peripheral tissues [32]. 

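ACLY (ENSBTAG00000016740) varied widely within diets, with 499 ± 290 CPM (SD, n = 6) in LPHE and 232 ± 198 CPM (SD, n = 6) in LPLE heifers. The values ran from 232 to 1040 CPM and from 101 to 626 CPM, so the diets overlapped. The log2 fold change was 1.135 (SE 0.417, FDR 0.0949), close to the limit for a DEG, and the exact permutation test gave p = 0.0411. Its FDR passed 0.1 under several alternatives, to 0.162 under the quasi-likelihood F test and 0.141 without TMM normalization, where the log2 fold change was 1.045. From the up-regulation of ACLY the paper reasons that citrate lyase takes part in ruminant adipose metabolism, which it contrasts with the older view of an inactive enzyme.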

However, *ACLY* was up-regulated in LPHE compared to LPLE heifers. Recent findings, including this study show that the *ACLY* gene displays expression differences in the adipose tissue of cattle with different energy states [18, 30]. This suggests that citrate lyase does indeed play a part in ruminant metabolism and metabolic regulation, and may indicate an increased incorporation of glucose into fatty acids in animals with a positive energy balance. 

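The 56 genes of the electron transport chain in Fig 6 with an identifier were all up-regulated in LPHE heifers, 49 of them as DEG. This number holds CYCS under each of its identifiers. These stand with CYB5A among the 11 entries of complex III, where 10 of the 11 genes drawn had an identifier. In complex I 20 of 23 genes were DEG (median log2 fold change 0.633), in complex II 2 of 3 (0.571), in complex III 11 of 11 (0.747), in complex IV 7 of 10 (0.575) and in complex V 9 of 9 (0.610). COX7A2L had the smallest log2 fold change (0.376, SE 0.146, FDR 0.123) and CYCS the largest (1.245, SE 0.298, FDR 0.00487). The number of DEG was 38 at an FDR of 0.05, the largest change, and 55 with DESeq2. From the up-regulation in all complexes the paper reasons that electron transport chain activity and ATP production increased.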

Genes associated with all of the 5 complexes in the electron transport chain were up-regulated in the LPHE heifers, indicating an increase in electron transport chain activity and energy (ATP) production. This makes sense as the role of adipose tissue as a metabolic excess energy endpoint requires it to deal with all forms of energy-yielding nutrients, transforming them in to lipids or to the energy required to produce these lipids. The genes associated with changes in mitochondrial function between LPHE and LPLE heifers, are presented in Fig 6.

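Besides the TCA cycle and the electron transport chain, Fig 6 shows 6 antioxidant genes with an identifier, all DEG. Among these, 5 were up-regulated, with PRDX3 at the largest log2 fold change (0.872, SE 0.205, FDR 0.00414), and GPX7 was down-regulated (-0.672, SE 0.199, FDR 0.0272). In HPHE-HPLE the same genes had log2 fold changes from -0.347 to 0.459 and none was a DEG. Over the 56 electron transport chain genes, 55 were also up-regulated in HPHE heifers, with a median log2 fold change of 0.262 and no FDR below 0.42. Without TMM normalization, the log2 fold change of GPX7 in LPHE-LPLE was -0.725.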

**Fig 6:**
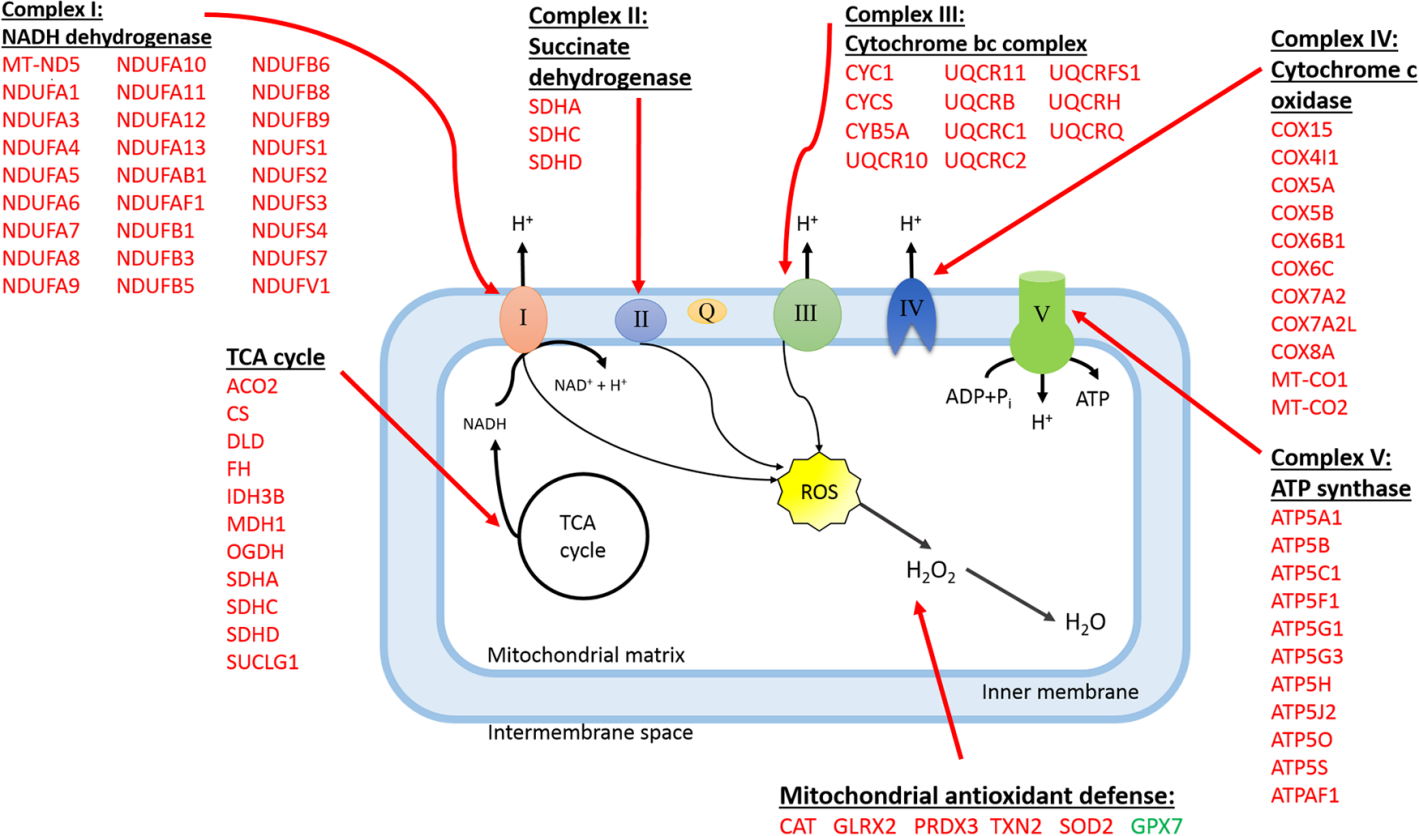
Genes associated with mitochondrial function, differentially expressed between low-protein fed heifers on high- (LPHE) or low- (LPLE) energy diets. Red colour indicate upregulated, and green colour indicate downregulated genes in LPHE versus LPLE heifers.

#### Fatty acid biosynthesis and degradation

Differentially expressed genes associated with fatty acid synthesis and degradation are shown in Table 6. 

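Of the 30 genes in Table 6, 27 were DEG in the counts analysed here, 23 up-regulated and 4 down-regulated in LPHE heifers. The log2 fold changes ran from -1.14 for FADS2 (SE 0.282, FDR 0.00602) to 1.58 for ELOVL6 (SE 0.305, FDR 2.5e-04), with a median of 0.734. DGAT2, EHHADH and MVD were up-regulated in LPHE heifers with an FDR of at least 0.1, the highest being 0.138 for DGAT2. In HPHE-HPLE 24 of the 30 genes were up-regulated and 6 down-regulated, with a median log2 fold change of 0.353 and no DEG. With an FDR of 0.05 in place of 0.1 the number of DEG among these genes fell to 17.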

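The genes of fatty acid synthesis were all up-regulated in LPHE heifers, from 0.727 for FASN (SE 0.246, FDR 0.0622) to 1.58 for ELOVL6 (SE 0.305, FDR 2.5e-04) on the log2 scale, with 1.28 for ACACA (FDR 0.00151) and 1.11 for SCD (FDR 0.0212). Expression of ELOVL6 was 1804 ± 736 CPM in LPHE and 604 ± 268 CPM in LPLE heifers, and that of ACACA was 2189 ± 699 and 899 ± 282 CPM (SD, n = 6 each). Of the activation genes, ACSL4 (ENSBTAG00000018986) had a log2 fold change of 0.858 (SE 0.297, FDR 0.0706) and SLC27A6 (ENSBTAG00000004860) of 0.920 (SE 0.341, FDR 0.0999), at a low expression of 3.81 ± 1.57 CPM in LPHE heifers (SD, n = 6). SLC27A3 (ENSBTAG00000021862) was lower in LPHE heifers, with 14.65 ± 11.6 CPM against 30.2 ± 11.9 CPM in LPLE heifers (SD, n = 6 each), a log2 fold change of -1.135 (SE 0.33, FDR 0.0241, exact permutation p = 0.0195). Of the genes of TAG synthesis, AGPAT2 (ENSBTAG00000025161) was up-regulated (0.926, SE 0.281, FDR 0.0321) and DGAT2 (ENSBTAG00000001154) was higher in LPHE heifers without being a DEG (0.6115, SE 0.245, FDR 0.138). LPCAT4 (ENSBTAG00000020040) was down-regulated in LPHE heifers with a log2 fold change of -0.571 (SE 0.205, FDR 0.0859), and PLPP3 (ENSBTAG00000011640) with one of -0.836 (SE 0.245, FDR 0.0248). The calls nearest to the limit were the ones that changed most, and without TMM normalization the FDR was 0.141 for ACSL4 and 0.131 for SLC27A6. The paper reasons that the regulation of these genes reflects the higher energy intake of LPHE heifers, which leads to more TAG from citrate and other precursors.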

The up-regulation of genes associated with fatty acid synthesis (*ACACA*, *SCD*, *FASN* and *ELOVL6)*, fatty acid activation (*ACSL4*, *SLC27A3*, *SLC27A6*), and triacylglycerol (**TAG**) synthesis (*AGPAT2*, *DGAT2*, *ELOVL6*, *LPCAT4*, *PLPP3*) in the LPHE heifers is a reflection of their increased energy intake, leading to a higher production of TAG from citrate and other precursors than in the LPLE heifers. The activity of delta-9-desaturase is important in ruminant adipose tissue compared to monogastrics. This is because of the extensive microbial biohydrogenation of dietary unsaturated fatty acids occurring in the rumen, leaving almost exclusively saturated fatty acids (**SFA**) to be transported from viscera to the peripheral tissues in ruminants [33]. However, the high melting point of SFA makes them unsuitable as the sole source of fatty acids incorporated into cell membranes and adipose tissue. The high delta-9-desaturase activity of ruminant adipose tissue alleviates this effect, and makes oleic acid the most abundant FA in ruminant tissues [34].

**Table 6:** Fatty acid synthesis and degradation-associated genes differentially expressed between low-protein, high-energy heifers and low-protein, low-energy heifers.

*Symbol*	Ensembl	Entrez Gene Name	LogFC	FDR
*ACAA2*	ENSBTAG00000002863	acetyl-CoA acyltransferase 2	0,746	1,37E-02
*ACAT1*	ENSBTAG00000012885	acetyl-CoA acetyltransferase 1	0,866	1,94E-03
*ACSL4*	ENSBTAG00000018986	acyl-CoA synthetase long-chain family member 4	0,834	6,48E-02
*AGPAT2*	ENSBTAG00000025161	1-acylglycerol-3-phosphate O-acyltransferase 2	0,950	1,17E-02
*ALDH6A1*	ENSBTAG00000018469	aldehyde dehydrogenase 6 family, member A1	0,631	5,74E-02
*CYB5A*	ENSBTAG00000012012	cytochrome b5 type A (microsomal)	0,770	4,45E-02
*DGAT2*	ENSBTAG00000001154	diacylglycerol O-acyltransferase 2	0,628	6,36E-02
*DHCR24*	ENSBTAG00000004688	24-dehydrocholesterol reductase	0,544	4,32E-02
*DLAT*	ENSBTAG00000010709	dihydrolipoamide S-acetyltransferase	0,860	3,71E-03
*DLD*	ENSBTAG00000001908	dihydrolipoamide dehydrogenase	0,734	8,62E-03
*ECHS1*	ENSBTAG00000017710	enoyl CoA hydratase, short chain, 1, mitochondrial	0,943	1,95E-03
*EHHADH*	ENSBTAG00000019625	enoyl-CoA, hydratase/3-hydroxyacyl CoA dehydrogenase	0,730	4,70E-02
*ELOVL6*	ENSBTAG00000010564	ELOVL fatty acid elongase 6	1,586	2,44E-07
*FADS2*	ENSBTAG00000015505	fatty acid desaturase 2	-1,129	1,06E-03
*FASN*	ENSBTAG00000015980	fatty acid synthase	0,759	1,59E-02
*HSD17B10*	ENSBTAG00000017779	hydroxysteroid (17-beta) dehydrogenase 10	0,734	2,39E-03
*IDI1*	ENSBTAG00000004075	isopentenyl-diphosphate delta isomerase 1	1,316	2,52E-04
*IVD*	ENSBTAG00000004409	isovaleryl-CoA dehydrogenase	0,574	3,25E-02
*LPCAT4*	ENSBTAG00000020040	lysophosphatidylcholine acyltransferase 4	-0,597	8,63E-02
*LSS*	ENSBTAG00000018936	lanosterol synthase (2,3-oxidosqualene-lanosterol cyclase)	1,044	1,58E-03
*MVD*	ENSBTAG00000012059	mevalonate (diphospho) decarboxylase	0,785	5,88E-02
*NSDHL*	ENSBTAG00000009231	NAD(P) dependent steroid dehydrogenase-like	0,791	8,64E-04
*PDHA1*	ENSBTAG00000019852	pyruvate dehydrogenase (lipoamide) alpha 1	0,658	6,69E-03
*PDHB*	ENSBTAG00000021724	pyruvate dehydrogenase (lipoamide) beta	0,434	6,49E-02
*PLPP3*	ENSBTAG00000011640	phospholipid phosphatase 3	-0,820	1,84E-02
*SCD*	ENSBTAG00000045728	stearoyl-CoA desaturase (delta-9-desaturase)	1,102	3,90E-03
*SCP2*	ENSBTAG00000003746	sterol carrier protein 2	0,689	1,16E-02
*SLC27A3*	ENSBTAG00000021862	solute carrier family 27 (fatty acid transporter), member 3	-1,150	4,79E-03
*SLC27A6*	ENSBTAG00000004860	solute carrier family 27 (fatty acid transporter), member 6	0,935	8,21E-02
*THEM4*	ENSBTAG00000004772	thioesterase superfamily member 4	0,671	5,91E-02

#### Amino acid metabolism

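Table 7 holds 28 genes. In the counts analysed here 19 were DEG between LPHE and LPLE heifers, and 26 of the 28 were higher in LPHE heifers. In HPHE-HPLE 23 were higher and 5 lower in HPHE heifers, with no DEG and a lowest FDR of 0.573. Fitting all 48 samples together changed the count most, to 26 DEG.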

Differentially expressed genes pertaining to amino acid metabolism are shown in Table 7. 

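The 17 up-regulated DEG of Table 7 had FDR values from 0.00537 upward and included IDO1 (ENSBTAG00000020602) of tryptophan degradation, the largest change, with a log2 fold change of 3.06 (SE 0.913, FDR 0.0287). The median over the 28 genes was 0.713. CDO1 (ENSBTAG00000017442) of cysteine degradation was down-regulated in LPHE heifers, with a log2 fold change of -1.41 (SE 0.434, FDR 0.0349), as was SLC27A3 (-1.135, SE 0.33, FDR 0.0241). The other genes had an FDR of at least 0.1, up to 0.385. IDO1 depended on the samples fitted, with 2.43 (FDR 0.163) when only LPHE and LPLE heifers were used, and had an FDR of 0.119 under the quasi-likelihood F test. The paper reports up-regulated genes of amino acid metabolism and degradation in LPHE heifers and regards this as likely a general response.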

Genes associated with the metabolism and degradation of several amino acids (isoleucine, leucine, phenylalanine, valine, cysteine, lysine, alanine, tryptophan and aspartate) were up-regulated in the LPHE heifers. This is likely a general response, which would be present also in e.g. muscle because HE animals grow much faster than the LE heifers and thus have both an increasingly higher daily crude protein intake as well as an increased metabolism and degradation of amino acids.

**Table 7:** Amino acid metabolism-associated genes differentially expressed between low-protein, high-energy heifers and low-protein, low-energy heifers.

Gene symbol	Ensembl gene ID	Description	logFC	FDR
*AADAT*	ENSBTAG00000010326	aminoadipate aminotransferase	0,988	4,93E-04
*ABAT*	ENSBTAG00000004038	4-aminobutyrate aminotransferase	0,769	2,14E-02
*ACADSB*	ENSBTAG00000018041	acyl-CoA dehydrogenase, short/branched chain	0,749	7,26E-02
*ACAT1*	ENSBTAG00000012885	acetyl-CoA acetyltransferase 1	0,866	1,94E-03
*ALDH6A1*	ENSBTAG00000018469	aldehyde dehydrogenase 6 family, member A1	0,631	5,74E-02
*ALDH7A1*	ENSBTAG00000009646	aldehyde dehydrogenase 7 family, member A1	0,503	2,24E-02
*ASNS*	ENSBTAG00000003222	Asparagine synthetase	0,416	6.64E-02
*BCAT2*	ENSBTAG00000009172	branched chain amino-acid transaminase 2, mitochondrial	0,595	4,89E-02
*BCKDHA*	ENSBTAG00000016037	branched chain keto acid dehydrogenase E1, alpha polypeptide	0,669	1,44E-02
*BCKDHB*	ENSBTAG00000012096	branched chain keto acid dehydrogenase E1, beta polypeptide	0,737	1,47E-03
*CDO1*	ENSBTAG00000017442	cysteine dioxygenase type 1	-1,363	2,25E-02
*DLD*	ENSBTAG00000001908	dihydrolipoamide dehydrogenase	0,734	8,62E-03
*ECHS1*	ENSBTAG00000017710	enoyl CoA hydratase, short chain, 1, mitochondrial	0,943	1,95E-03
*EHHADH*	ENSBTAG00000019625	enoyl-CoA, hydratase/3-hydroxyacyl CoA dehydrogenase	0,730	4,70E-02
*GOT1*	ENSBTAG00000011960	glutamic-oxaloacetic transaminase 1, soluble	0,547	3,19E-02
*GOT2*	ENSBTAG00000007172	glutamic-oxaloacetic transaminase 2, mitochondrial	0,747	6,27E-04
*HIBADH*	ENSBTAG00000001036	3-hydroxyisobutyrate dehydrogenase	0,427	7,16E-02
*HIBCH*	ENSBTAG00000007787	3-hydroxyisobutyryl-CoA hydrolase	0,492	6,46E-02
*HMGCL*	ENSBTAG00000021832	3-hydroxymethyl-3-methylglutaryl-CoA lyase	0,405	8,54E-02
*HPD*	ENSBTAG00000004175	4-hydroxyphenylpyruvate dioxygenase	1,532	3,56E-02
*HSD17B10*	ENSBTAG00000017779	hydroxysteroid (17-beta) dehydrogenase 10	0,734	2,39E-03
*IDO1*	ENSBTAG00000020602	indoleamine 2,3-dioxygenase 1	2,388	1,21E-02
*IVD*	ENSBTAG00000004409	isovaleryl-CoA dehydrogenase	0,574	3,25E-02
*KYNU*	ENSBTAG00000032277	Kynureninase	1,343	4,90E-02
*MDH1*	ENSBTAG00000019295	malate dehydrogenase 1, NAD (soluble)	0,818	1,36E-03
*NFS1*	ENSBTAG00000006962	NFS1 cysteine desulfurase	0,410	8.94E-02
*PIPOX*	ENSBTAG00000007946	pipecolic acid oxidase	1,219	2,16E-02
*SLC27A3*	ENSBTAG00000021862	solute carrier family 27 (fatty acid transporter), member 3	-1,150	4,79E-03

#### Carbohydrate metabolism

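All 14 genes of Table 8 were up-regulated DEG in LPHE heifers, with a smallest log2 fold change of 0.549 for ENO1 (ENSBTAG00000013411, SE 0.182, FDR 0.0557) and a median of 0.7455. All 14 were also higher in HPHE than in HPLE heifers, by a median of 0.345, and none was a DEG there. Without TMM normalization ENO1 had an FDR of 0.1 and 13 genes remained DEG.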

Differentially expressed genes pertaining to carbohydrate metabolism are shown in Table 8. Carbohydrates are energy-yielding nutrients, and several genes associated with carbohydrate degradation such as glycolytic reactions and mitochondrial transport and breakdown of pyruvate were up-regulated in the LPHE heifers. 

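The 6 glycolysis genes of Table 8 had log2 fold changes between 0.549 for ENO1 (SE 0.182, FDR 0.0557) and 0.879 for GPI (SE 0.225, FDR 0.00829), with a median of 0.636. In HPHE-HPLE they ranged from 0.269 to 0.531, with a lowest FDR of 0.426. The change of GPI was smallest without TMM normalization, at 0.806 (FDR 0.0143). The paper groups these genes with the transport and breakdown of pyruvate as carbohydrate degradation that was up-regulated in LPHE heifers.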

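All 6 glycolysis genes of Table 8 were DEG between LPHE and LPLE heifers, with FDR values from 0.00829 to 0.0557, and 5 of them were DEG without TMM normalization. From these genes the paper reasons that LPHE heifers had enough glucose to direct part of it to adipose energy storage.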

The fact that glycolysis-associated genes were DE between the two energy levels, suggests that the LPHE heifers had sufficient glucose available to direct some of it towards adipose tissue energy storage. This is not considered a common fate for glucose in ruminants which under most physiological conditions are dependent on *de novo* gluconeogenesis in the liver, as most of the glucose in the diet will be degraded by rumen microbes [32]. However, more recent studies have shown that hepatic *de novo* gluconeogenesis is highly prioritized in cows, and proceeds at a relatively high rate even in the absence of lactational demands or in the presence of available dietary glucose [35]. Thus, glucose directed towards adipose energy storage in HE heifers may originate from hepatic synthesis. The pentose-phosphate pathway is mainly associated with anabolic metabolism. It’s main functions are to provide ribose-5-phosphate for nucleic acid biosynthesis and reducing equivalents (NADPH) for the biosynthesis of fatty acids and steroids, as well as for the reduction of reactive oxygen species (ROS) [36]. 

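The 4 pentose phosphate genes of Table 8 had a median log2 fold change of 0.925 in LPHE-LPLE, the smallest being 0.755 for TKT (ENSBTAG00000003758, SE 0.211, FDR 0.0179). In HPHE-HPLE the median was 0.546 and none was a DEG. For comparison, the median log2 fold change in LPHE-LPLE was 1.19 for the 4 genes of fatty acid synthesis named in the text and 0.641 for the 24 antioxidant genes of Table 9. TMM normalization mattered little here, since TKT had 0.691 (FDR 0.0227) without it. The paper reasons that these genes supply NADPH for fatty acid synthesis and for glutathione redox reactions.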

The up-regulation of genes coding for pentose-phosphate pathway enzymes in HE heifers is in concordance with the up-regulation of genes associated with fatty acid synthesis and glutathione redox reactions (Tables 6 and 9, respectively). 

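The propionate genes of Table 8 were MCEE (ENSBTAG00000035247), MUT (ENSBTAG00000014272) and PCCB (ENSBTAG00000015221). Their log2 fold changes in LPHE-LPLE were 0.9465 (SE 0.216, FDR 0.00316), 0.750 (SE 0.241, FDR 0.0463) and 0.721 (SE 0.229, FDR 0.0437). Mean expression in LPHE and LPLE heifers was 34.4 and 17.75 CPM for MCEE, 185 and 111 CPM for MUT, and 188 and 115 CPM for PCCB. Each remained a DEG without TMM normalization, the alternative that lowered the change of MCEE most, to 0.885 (FDR 0.00275). The paper reasons from such genes that the flux of propionate and 3-hydroxybutyrate from blood into adipocytes increased.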

The up-regulation of genes associated with propionate, butyrate and ketone body metabolism and transport in LPHE heifers indicate an increased flux/transport of propionate and 3-hydroxybutyrate from blood into adipocytes. This is possible because the LPHE heifers had an increasingly higher energy intake per day than the LPLE heifers, and as a result microbial fermentation in ruminants causes the energy in feed to enter the animal’s bloodstream mainly as volatile fatty acids (VFA), not as glucose or fatty acids [37]. 

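A list of genes of volatile fatty acid and ketone body metabolism and transport, written before the counts were seen, had an identifier for 15 of its 27 members. All 15 were higher in HPHE than in HPLE heifers, with a median log2 fold change of 0.274, and none was a DEG. The changes ran from 0.1325 for PCCB (SE 0.229, FDR 0.941) to 0.677 for ACSS2 (SE 0.237, FDR 0.398), with 0.6095 for BDH1 (SE 0.473, FDR 0.809), 0.536 for SLC16A7 (SE 0.28, FDR 0.702), 0.412 for AACS (SE 0.251, FDR 0.755), 0.236 for MUT (SE 0.24, FDR 0.874) and 0.198 for MCEE (SE 0.214, FDR 0.887). In LPHE-LPLE 13 of the 15 were DEG, with a median of 0.758. Identifiers came only from the paper's tables, which list its DEG, so this count was largely set by that selection. The common direction in HPHE heifers likewise holds only for genes selected in this way. The difference between the contrasts was not itself significant for any of these 15 genes, the FDR of its direct test being 0.964 for MCEE and 1 for ACSS2. MCEE, MUT and PCCB, the propionate genes of Table 8, were DEG of LPHE-LPLE under every alternative tried for them, none of which left out a heifer. For the absence of a significant up-regulation in HPHE heifers, the paper offers the starch content of the diets as a possible explanation.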

The difference in energy intake between HPHE and HPLE heifers was comparable to the LP energy contrast, however there was no significant up-regulation of genes pertaining to VFA transport between these two groups. A possible explanation is that the increased fraction of protein-rich feedstuffs in the experimental concentrate given to the HP groups, was substituted by barley, which is rich in starch, in the low-protein concentrate fed to the LP groups. This led to a difference in daily starch intake of approximately 130 grams between protein treatments. Starch is rapidly degraded into VFA (mainly propionate) in the rumen. The increased amount in the LP diets combined with the energy surplus in the HE roughage may have resulted in a sufficiently increased VFA flux from the rumen to the blood to evoke an up-regulation of 11 genes in LPHE heifers, enabling their adipose tissue to deal with the energy excess in the form of VFA and direct this energy towards fat deposition.

**Table 8:** Carbohydrate metabolism-associated genes differentially expressed between low-protein, high-energy- and low-protein, low-energy fed heifers.

Gene symbol	Ensembl Gene ID	Description	LogFC	FDR
*ALDOA*	ENSBTAG00000012927	aldolase A, fructose-bisphosphate	0,666	4,11E-03
*DLD*	ENSBTAG00000001908	dihydrolipoamide dehydrogenase	0,734	8,62E-03
*ENO1*	ENSBTAG00000013411	enolase 1, (alpha)	0,550	3,01E-02
*G6PD*	ENSBTAG00000019512	glucose-6-phosphate dehydrogenase	1,219	2,02E-05
*GPI*	ENSBTAG00000006396	glucose-6-phosphate isomerase	0,886	9,57E-04
*MCEE*	ENSBTAG00000035247	methylmalonyl CoA epimerase	0,939	8,90E-04
*MUT*	ENSBTAG00000014272	methylmalonyl CoA mutase	0,763	1,24E-02
*PCCB*	ENSBTAG00000015221	propionyl CoA carboxylase, beta polypeptide	0,741	8,80E-03
*PGAM1*	ENSBTAG00000012697	phosphoglycerate mutase 1 (brain)	0,604	9,47E-03
*PGD*	ENSBTAG00000013527	phosphogluconate dehydrogenase	1,038	2,52E-04
*PGK1*	ENSBTAG00000000894	phosphoglycerate kinase 1	0,623	9,08E-03
*TALDO1*	ENSBTAG00000010336	transaldolase 1	0,805	1,01E-03
*TKT*	ENSBTAG00000003758	Transketolase	0,770	5,11E-03
*TPI1*	ENSBTAG00000019782	triosephosphate isomerase 1	0,654	2,08E-02

**Table 9:** Antioxidant system-associated genes differentially expressed between low-protein, high-energy heifers and low-protein, low-energy heifers.

Gene symbol	Ensembl Gene ID	Description	LogFC	FDR
*ACTA1*	ENSBTAG00000046332	actin, alpha 1, skeletal muscle	-6,524	2,11E-03
*ACTG2*	ENSBTAG00000015441	actin, gamma 2, smooth muscle, enteric	-2,960	7,45E-03
*CAT*	ENSBTAG00000020980	Catalase	0,620	1,02E-02
*GCLC*	ENSBTAG00000015571	glutamate-cysteine ligase, catalytic subunit	0,778	1,94E-03
*GPX7*	ENSBTAG00000018281	glutathione peroxidase 7	-0,675	3,37E-02
*GSS*	ENSBTAG00000003504	glutathione synthetase	1,145	8,21E-04
*GSTM1*	ENSBTAG00000037673	glutathione S-transferase mu 1	1,020	2,27E-04
*Gstt1*	ENSBTAG00000040298	glutathione S-transferase, theta 1	1,308	1,81E-06
*Gstt3*	ENSBTAG00000008587	glutathione S-transferase, theta 3	1,151	8,65E-03
*MAF*	ENSBTAG00000044192	v-maf avian musculoaponeurotic fibrosarcoma oncogene homolog	-0,647	7,34E-02
*MAP2K1*	ENSBTAG00000033983	mitogen-activated protein kinase kinase 1	0,489	3,33E-02
*MGST1*	ENSBTAG00000008541	microsomal glutathione S-transferase 1	0,792	2,23E-02
*MGST3*	ENSBTAG00000010265	microsomal glutathione S-transferase 3	0,639	2,16E-02
*MRAS*	ENSBTAG00000001497	muscle RAS oncogene homolog	0,692	8,01E-03
*NQO1*	ENSBTAG00000020632	NAD(P)H dehydrogenase, quinone 1	1,302	2,25E-05
*PRDX1*	ENSBTAG00000003642	peroxiredoxin 1	0,777	3,77E-04
*PRDX6*	ENSBTAG00000004855	peroxiredoxin 6	0,542	1,47E-02
*PRKCZ*	ENSBTAG00000014119	protein kinase C, zeta	-1,589	1,44E-02
*SCARB1*	ENSBTAG00000014269	scavenger receptor class B, member 1	0,601	1,44E-02
*SOD1*	ENSBTAG00000018854	superoxide dismutase 1, soluble	0,490	8,54E-02
*SOD2*	ENSBTAG00000006523	superoxide dismutase 2, mitochondrial	0,673	2,39E-02
*SQSTM1*	ENSBTAG00000015591	sequestosome 1	0,724	2,34E-02
*UBE2K*	ENSBTAG00000020175	ubiquitin-conjugating enzyme E2K	0,452	9,97E-02
*USP14*	ENSBTAG00000019214	ubiquitin specific peptidase 14 (tRNA-guanine transglycosylase)	0,652	5,12E-02

#### Antioxidant functions

Differentially expressed genes pertaining to cellular antioxidant functions are shown in Table 9. 

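Of the 24 genes in Table 9, 23 were DEG between LPHE and LPLE heifers, 18 up-regulated and 5 down-regulated in LPHE heifers. NQO1 (ENSBTAG00000020632) had the largest increase, with a log2 fold change of 1.30 (SE 0.249, FDR 1.94e-04), and the median over all 24 genes was 0.641. The largest decrease was that of ACTA1, at -6.48 (SE 1.56, FDR 0.00489), from 7.23 ± 8.96 CPM in LPLE to 0.0718 ± 0.0577 CPM in LPHE heifers (SD, n = 6 each). This skeletal muscle actin gene exceeded 2 CPM in 3 of 6 LPLE heifers. Over 24 heifers it rose and fell with other muscle markers (Spearman rho 0.727), so muscle fibres in some biopsies may explain its decrease. UBE2K was the gene without an FDR under 0.1, at 0.12. In HPHE-HPLE 21 of the genes were higher and 3 lower in HPHE heifers, and GSTM1 was the only DEG (0.939, SE 0.222, FDR 0.0334). A threshold of 0.05 reduced the LPHE-LPLE DEG of Table 9 to 13.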

Virtually any metabolic reaction involving oxygen may yield reactive oxygen species (ROS) as byproducts. Consequently, both mitochondria, endoplasmic reticulum (ER) and peroxisomes are major sites of ROS production in the cell [38]. In controlled quantities, these substances have a function in cell signaling and regulation [38]. However, accumulation of ROS will lead to a state of oxidative stress, causing uncontrolled oxidation of DNA and proteins in the cell and cellular dysfunction [39]. Therefore, it is imperative that cells have well-functioning systems to regulate and control the level of ROS at all times. The glutathione system plays an important role in the cellular defense against oxidative damage and harmful substances. Glutathione is synthetized by glutamate cysteine ligase (GCL, encoded by *GCLC*) and glutathione synthetase (GSS, encoded by *GSS*) from glycine and cysteine. It functions as an electron donor for reactive oxygen species (ROS), itself being dimerized to glutathione disulfide (GSSG) in the reaction. Glutathione disulfide may be recycled back to 2 GSH molecules by glutathione reductase, using NADPH as an H+ donor. 

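GCLC (ENSBTAG00000015571) had 34.6 ± 10.7 CPM in LPHE and 20.1 ± 3.41 CPM in LPLE heifers (SD, n = 6 each), a log2 fold change of 0.773 (SE 0.188, FDR 0.00514, exact permutation p = 0.013). GSS (ENSBTAG00000003504) had 94.6 ± 38.7 and 43.4 ± 23.5 CPM, with a log2 fold change of 1.13 (SE 0.299, FDR 0.0108, exact permutation p = 0.0325). GPX7 (ENSBTAG00000018281) was lower in LPHE heifers, with 43.3 ± 11.1 CPM against 68.1 ± 22.4 CPM, a log2 fold change of -0.672 (SE 0.199, FDR 0.0272, exact permutation p = 0.0411). All 3 genes kept their direction and stayed below an FDR of 0.1 in every alternative fit examined for them. The highest FDR was 0.0787 for GPX7 with all 48 samples in the fit. Fits with a heifer left out or with the common dispersion prior were not examined for these genes. The paper sets these directions beside those reported for mouse models.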

In concordance with studies performed on mouse models, there was an up-regulation of *GCLC* and *GSS* and a down-regulation of the glutathione peroxidase gene *GPX7* in LPHE heifers [40, 41]. When examined in isolation, a down-regulation of *GPX7* indicates a decreased level of redox reactions producing GSSG and is associated with increases in oxidative stress [40], inflammatory status and insulin resistance [41]. 

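Of the antioxidant genes with an identifier in Fig 6, 5 of 6 were up-regulated DEG in LPHE heifers, namely CAT, SOD2, PRDX3, TXN2 and GLRX2, with log2 fold changes from 0.547 to 0.872. Their FDR values ran from 0.00414 for PRDX3 to 0.0816 for GLRX2, and the remaining gene was GPX7. Of the wider list in Table 9, 18 genes were up-regulated DEG. With an FDR of 0.05, 13 genes of Table 9 remained DEG in either direction. The paper reasons that the lower GPX7 should therefore not be read in isolation.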

However, as shown in Fig 6, a whole range of other antioxidant system genes were upregulated in LPHE heifers. 

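The glutathione-S-transferase genes were all up-regulated DEG in LPHE heifers. GSTT1 (ENSBTAG00000040298) had 127 ± 40.9 CPM in LPHE and 51.5 ± 14.2 CPM in LPLE heifers (SD, n = 6 each), a log2 fold change of 1.295 (SE 0.245, FDR 1.94e-04, exact permutation p = 0.00433). GSTT3 (ENSBTAG00000008587) had a log2 fold change of 1.13 (SE 0.341, FDR 0.0322), GSTM1 (ENSBTAG00000037673) of 1.02 (SE 0.223, FDR 0.00191), MGST1 (ENSBTAG00000008541) of 0.782 (SE 0.265, FDR 0.0624) and MGST3 (ENSBTAG00000010265) of 0.6247 (SE 0.22, FDR 0.0785). The calls are uncertain in that reads shared with close copies of such genes cannot be seen in the counts. MGST1 and MGST3 had FDR values of 0.143 and 0.139 when only LPHE and LPLE heifers were fitted, and GSTT3 had an FDR of 0.151 with all 48 samples in the fit. From these genes the paper reasons that a conjugate-forming part of the glutathione system was up-regulated.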

Among these were several genes coding for glutathione-S-transferases (*GSTT1*, *GSTT3*, *GSTM1*, *MGST1* and *MGST3*). These enzymes represent another part of the glutathione system. They are multifunctional, and may act as peroxidases as well as catalyzing the conjugation of glutathione with unwanted substrates such as epoxides and lipid hydroperoxides, making them eligible for transport out of the cell [42]. The shift towards a conjugate-forming oxidative defense rather than one relying solely on redox reactions involving GSH/GSSG also indicates an increased cellular export of glutathione in HE heifers, as these conjugates are excreted and catabolized extracellularly [43]. An increased export of glutathione conjugates out of the cell may explain the need for increased production of GSH and the up-regulation of *GCLC* and *GSS*. 

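EPHX2 (ENSBTAG00000015241) had 95.3 ± 28.5 CPM in LPHE and 56.4 ± 16.2 CPM in LPLE heifers (SD, n = 6 each), a log2 fold change of 0.741 (SE 0.22, FDR 0.0277) and an exact permutation p of 0.0216. The FDR rose to 0.0622 under the quasi-likelihood F test, and the log2 fold change was 0.669 without TMM normalization. The paper reasons that up-regulation of this peroxisomal enzyme would add to the excretion of harmful substances.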

An increased cellular excretion of harmful substances could also be expected from the upregulation of *EPHX2*. This gene codes for soluble epoxide hydrolase (SEH), a peroxisomal enzyme playing a role in cellular detoxification by converting lipid epoxides to trans-hydro-diols, which are eligible for conjugation and subsequent excretion [44].

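SOD2 (ENSBTAG00000006523) had 26.05 ± 5.97 CPM in LPHE and 16.6 ± 5.54 CPM in LPLE heifers (SD, n = 6 each), a log2 fold change of 0.659 (SE 0.218, FDR 0.0549, exact permutation p = 0.0152). For CAT (ENSBTAG00000020980) the values were 829 ± 209 and 540 ± 141 CPM, with a log2 fold change of 0.6205 (SE 0.189, FDR 0.0328, exact permutation p = 0.0195). In the HP groups SOD2 rose by 0.386 (SE 0.217, FDR 0.732) and CAT by 0.422 (SE 0.189, FDR 0.585) from HPLE to HPHE heifers on the log2 scale. Both genes stayed below an FDR of 0.1 in LPHE-LPLE in every alternative fit examined for them. The FDR of SOD2 was highest, at 0.0778, under the quasi-likelihood F test. At a limit of 0.05 SOD2 was not a DEG. Fits with a heifer left out or with the common dispersion prior were not examined for these genes.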

The genes *SOD2* and *CAT* were also up-regulated in HE heifers. Superoxide dismutase (SOD) converts superoxides to H_2_O_2_, which may subsequently be reduced by either GPX or catalase. If regarded in isolation, the up-regulation of these two genes probably would represent a deterioration of the antioxidant defense in the HE heifers, as catalase exclusively binds H_2_O_2_, and at a low affinity, while *GPX* has the ability to reduce several other organic peroxides as well. For this reason, catalase has been regarded as a second line antioxidant defense, taking effect when peroxide levels become supraphysiological [45].

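Among the genes of Fig 6, 10 of 11 in the TCA cycle, 49 of 56 in the electron transport chain and 6 of 6 of the antioxidant system were DEG between LPHE and LPLE heifers. Only GPX7 was down-regulated among these DEG. The corresponding medians of the log2 fold change were 0.616, 0.637 and 0.632. At an FDR of 0.05 the electron transport chain kept 38 DEG. The paper reasons that the DEG of energy metabolism and of the antioxidant system together place the mitochondrial dysfunction pathway so high.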

The combination of DEG representing mitochondrial energy metabolism pathways such as the TCA cycle and oxidative phosphorylation as well as the antioxidant system, is what makes the mitochondrial dysfunction pathway so highly ranked in the LPHE-LPLE contrast. During the last decade, increasing evidence has highlighted the associations between nutritional overload, mitochondrial changes in redox and energy state, insulin resistance and impaired adipocyte function [39–41, 45]. Although our HE heifers were clinically healthy, it is possible that these heifers, at 12 months of age and a BCS of almost 4 were on the verge of a harmful degree of fatness, and thus displayed a gene expression profile with similarities to that of morbidly obese individuals of other species. If this is the case, we may have revealed candidate genes for the early detection of obesity. 

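The 7 genes named here were all up-regulated DEG in LPHE heifers, with log2 fold changes from 0.6205 for CAT (SE 0.189, FDR 0.0328) to 1.295 for GSTT1 (SE 0.245, FDR 1.94e-04) and a median of 0.782. In HPHE-HPLE all were higher in HPHE heifers by a median of 0.422, and GSTM1 was a DEG (0.939, SE 0.222, FDR 0.0334). The highest FDR among the calls was that of MGST3 (0.0785), which the fit without TMM normalization moved to 0.134. MGST1 and GSTT3 also passed an FDR of 0.1 under other alternatives, as given above. From this up-regulation the paper proposes the genes as candidates for the early detection of obesity.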

Among these are genes coding for glutathione-S-transferases (*GSTT1*, *GSTT3*, *GSTM1*, *MGST1* and *MGST3*), *SOD2* and *CAT*.

### Expression differences between protein treatments

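The comparison of protein levels gave 3 DEG among 13339 genes in the HE groups and 3 in the LE groups. On the first dimension of the multidimensional scaling, HPHE did not differ from LPHE heifers (exact permutation test, n = 6 per diet, p = 0.613), nor HPLE from LPLE heifers (exact permutation test, p = 0.173). Under the quasi-likelihood F test neither contrast had a DEG, and with 1 heifer left out the counts ranged from 1 to 23 and from 0 to 17. The paper concludes that the effect of dietary protein within an energy level was minimal.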

The differences between the protein treatments within each energy group were minimal. 

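CRYM in LPLE heifers ranged from 0.426 to 49.7 CPM with a median of 5.07, and in HPLE heifers from 0.666 to 1.85 CPM with a median of 1.04. No HPLE heifer but 4 of 6 LPLE heifers exceeded 2 CPM. The log2 fold change of -3.36 (SE 0.727, FDR 0.0493, exact permutation p = 0.0455) lay between -3.635 and -2.06 with each of the 12 heifers left out in turn, and CRYM was a DEG in 7 of these fits. Its FDR was highest, at 0.717, without LPLE heifer 14, the one with 49.7 CPM. PRLR and ENSBTAG00000047529 were also DEG of HPLE-LPLE, both with an FDR of 0.0864. PRLR had 1.02 ± 0.463 CPM in HPLE and 4.35 ± 2.55 CPM in LPLE heifers (SD, n = 6 each), and every LPLE heifer was above every HPLE heifer (exact permutation test, p = 0.00216). The quasi-likelihood F test was the alternative with the largest effect on CRYM, with an FDR of 0.999. The paper reports the down-regulation of CRYM as the effect of protein level in the LE groups.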

Only *CRYM*, coding for μ-crystallin, was DE for the HPLE-LPLE contrast, and was down-regulated in the HPLE heifers. The expression of *CRYM* is negatively associated with serum glucose levels, and positively with insulin sensitivity [46]. 

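In the energy contrasts CRYM had log2 fold changes of -1.73 (SE 0.687, FDR 0.135) for LPHE-LPLE and -0.300 (SE 0.668, FDR 0.957) for HPHE-HPLE. Expression was 3.36 ± 3.39 CPM in LPHE and 12.2 ± 18.8 CPM in LPLE heifers (exact permutation test, n = 6 per diet, p = 0.316), and 0.891 ± 0.0823 CPM in HPHE and 1.10 ± 0.431 CPM in HPLE heifers (exact permutation test, p = 0.344). Without genetic group in the model, CRYM was a DEG of LPHE-LPLE, with a log2 fold change of -1.86 and an FDR of 0.0882. The paper contrasts a difference between protein levels with the lack of one between energy levels.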

Therefore, it is interesting that this gene was DE in heifers fed different protein levels, but not different energy levels. Depending on passage rate and heat treatment, the ruminal digestibility of ground barley (present in varying amounts in our experimental concentrates) varies from 80–90% [47, 48], and the main product is propionate. Thus, only 10–20% of ingested starch may pass undegraded from the rumen to the intestine and can be absorbed into the blood as glucose. Given the higher starch intake of LPLE heifers, one would expect a higher blood glucose and a decreased *CRYM* expression in these animals, but it is possible that the association of both *CRYM* expression and blood glucose levels with insulin sensitivity may actually cause the opposite effect if insulin sensitivity is sufficiently high. If a difference in daily starch intake has indeed resulted in the observed up-regulation of *CRYM*, this indicates that certain parts of the metabolic regulation in heifers are sensitive to small changes in protein and carbohydrates available through feed, even on isocaloric diets, and that *CRYM* may be a sensitive indicator of glucose load in cattle. 

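DSP exceeded 2 CPM in 5 of 6 LPHE heifers, with a median of 4.61 CPM and a highest value of 66.9 CPM, and in 2 of 6 HPHE heifers, with a median of 1.12 CPM. The log2 fold change of -3.71 (SE 0.77, FDR 0.00925, exact permutation p = 0.0693) was between -4.10 and -2.66 with each heifer left out in turn, and DSP was a DEG in 10 of the 12 fits. ACTA1 was close to 0 in all 6 LPHE heifers, with at most 0.162 CPM, and exceeded 2 CPM in 3 of 6 HPHE heifers, whose median was 3.16 CPM and highest value 48.6 CPM. Its log2 fold change of 7.75 (SE 1.64, FDR 0.0107, exact permutation p = 0.0455) lay between 5.68 and 8.46 in the same fits, 10 of which made it a DEG. ENSBTAG00000016148 had 0.0733 ± 0.0796 CPM in HPHE and 1.91 ± 1.80 CPM in LPHE heifers (SD, n = 6 each), with every LPHE heifer above every HPHE heifer (exact permutation test, p = 0.00216) and a log2 fold change of -4.61 (SE 0.803, FDR 1.28e-04). For DSP and ACTA1 the quasi-likelihood F test gave an FDR of 1. The paper states that it knows of no link between these genes and dietary protein or starch.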

For the HPHE-LPHE contrast only *DSP* and *ACTA1* were DE, for which any notable association to dietary protein or starch are as of yet unknown. 

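No gene was a DEG in both HPHE-LPHE and HPLE-LPLE, which had 3 DEG each. Under the quasi-likelihood F test neither contrast had a DEG. The paper states that it found no gene with an effect of protein level at both energy levels.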

Thus, we have not found any genes to be differentially expressed as an effect of different feed protein levels regardless of energy level. This emphasizes further the dominant effect of total ration composition above the single effects of dietary energy or protein on the adipose tissue gene expression of growing heifers.

## Conclusions

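The overall comparison of the 12 HE with the 12 LE heifers gave 960 DEG at an FDR of 0.05, and LPHE-LPLE gave 944 at an FDR of 0.1. The DEG included 10 of 11 TCA cycle genes, 49 of 56 electron transport chain genes and 27 of 30 genes of fatty acid synthesis and degradation. With all 48 samples in the fit the overall count was 1466. From these DEG and their pathways the paper concludes that dietary energy had a massive impact on energy metabolism in adipose tissue.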

Dietary energy content has a massive impact on the bovine adipose tissue transcriptome regulating several aspects of energy metabolism. 

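Over the 960 DEG of the overall HE-LE comparison, the median size of the log2 fold change was 0.722 between LPHE and LPLE and 0.463 between HPHE and HPLE heifers. Of these genes, 83.3% changed more in the LP groups. When heifers were regrouped between LP and HP within an energy level, 19 of 100 splits gave as uneven a share (median of the others 67.83%). As large a difference between the DEG counts came from 39 of 100 splits. Neither is thus separated from a chance allocation of heifers. The direct test of the difference gave 14 DEG, as many as in 28 of 100 splits, or 0 under the quasi-likelihood F test. The paper concludes from the unequal numbers of DEG that protein content modulates the effect of energy.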

The size of the effect is modulated by dietary protein content. 

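The HP-LP contrasts had 3 DEG at each energy level, against 944 DEG for energy in the LP groups and 16 in the HP groups. The counts of the HP-LP contrasts stayed at 26 or below in every alternative, 26 being that of HPHE-LPHE without a filter on low counts. The paper concludes that protein level alone had only minor effects on adipose gene expression.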

The different protein levels applied in this study had only minor effects on adipose gene expression *per se*. 

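The responses that the paper associates with oxidative stress were measured in LPHE against LPLE heifers. Of the 24 antioxidant genes in Table 9, 18 were up-regulated DEG, among them GSTT1 (log2 fold change 1.295, FDR 1.94e-04) and NQO1 (1.30, FDR 1.94e-04), and 5 were down-regulated DEG, among them GPX7 (-0.672, FDR 0.0272). ACTA1 was another of the down-regulated DEG, and muscle fibres in some biopsies may explain its decrease. A threshold of 0.05 changed the number of these DEG from 23 to 13. Body condition scores of single heifers are not in the files analysed here. Since such changes have been described with oxidative stress in other species, the paper concludes that the fatter heifers displayed transcriptional responses of that kind.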

Compared to heifers with a BCS of 3.63, heifers fed to a BCS of 3.95 at 12 mo of age displayed several transcriptional responses which have been associated with increased oxidative stress in other species. This study is a first step towards the identification of biomarkers for early-stage obesity (*GSTT1*, *GSTT3*, *GSTM1*, *MGST1*, *MGST3*, *SOD2*, *CAT*) and glucose load (*CRYM)* in cattle. However, certain biomarker identification will require further validation studies such as functional assays, lipidomics and proteomics. The current study underpins the importance of adipose transcriptional regulation of metabolism in growing cattle and highlights how total ration characteristics have a larger impact on adipose tissue transcriptomes than the single effects of protein and energy.

## Supporting information

S1 Table All differentially expressed genes from comparison of low-protein, high-energy- and low-protein, low-energy fed heifers. Pivot table of all differentially expressed genes found by comparing low-protein,high-energy (LPHE) and low-protein, low-energy (LPLE) fed heifers. 

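S1 Table lists for each DEG its symbol, Ensembl gene identifier, log2 fold change and FDR from the authors' fit, where a positive log2 fold change means higher expression in LPHE than in LPLE heifers. All 1092 genes of the paper's list were among the 13339 genes tested here, all with the same direction, and 882 of them were among the 944 DEG. The log2 fold changes correlated across these genes with a Pearson r of 0.991, where genes are not independent replicates, and differed by a median of 0.0123 and by 3.47 at most. With DESeq2, 1001 genes of the list were DEG, and with the quasi-likelihood F test 795 were.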

Red rows show upregulated and green rows show downregulated genes in the adipose tissue of LPHE versus LPLE heifers.
(XLSX) Click here for additional data file.

S2 Table All differentially expressed genes from comparison of low-protein, high-energy- and high-protein, low-energy fed heifers. 

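S2 Table has the same columns for the paper's 24 DEG of HPHE-HPLE, with positive values for higher expression in HPHE heifers. In the counts analysed here, 13 of these genes were among the 16 DEG and 11 were not, while all 24 changed in the direction the paper gives. In the paper's lists, 17 of the 24 genes were also in S1 Table, 16 of them with the same direction. None of the 24 was a DEG under the quasi-likelihood F test, which had 0 DEG for this contrast, and 12 were DEG with DESeq2.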

Pivot table of all differentially expressed genes found by comparing high-protein,high-energy (HPHE) and high-protein, low-energy (HPLE) fed heifers. Red rows show upregulated and green rows show downregulated genes in the adipose tissue of HPHE versus HPLE heifers.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

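Subcutaneous adipose tissue of 24 Norwegian Red heifers was sampled at 12 months of age and again in month 7 of gestation, which gave 48 samples. Diet, genetic group, heifer and sampling time of each sample were taken from the sample labels, and the diets were LPHE, LPLE, HPHE and HPLE with 6 heifers each, 3 of each genetic group. The paper reports on the samples of 12 months, so these alone are used beside its conclusions.

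The deposited values are raw counts per gene. To make these counts, the authors trimmed the reads with Cutadapt, aligned them to the UMD3.1 bovine assembly with Tophat and counted reads per Ensembl gene with HTSeq-count, and they applied no normalization. The count table of each sample held gene rows, followed by the summary rows of the counting tool for reads on no feature, ambiguous reads and reads that did not align uniquely. These summary rows are not genes and were left out before filtering, normalization and testing. No reference annotation was used here, so genes carry their Ensembl identifiers. Symbols were taken from the paper's tables and supplementary tables, and the identifier of QPRT was also entered by hand.

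At 12 months the counts on genes ranged from 14815595 to 59809633 per heifer (median 32166717), and in month 7 of gestation from 22430093 to 61027456 (median 43293433). A CPM of 2 therefore stood on many reads in every heifer, and the spread between heifers, not sampling noise, limited the precision. The lowest chi-square per degree of freedom between samples of a diet and sampling time was 38.3 over 120 pairs, with a median of 118.1, so no samples were pooled or treated as technical repeats.

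Genes with at least 2 CPM in at least 3 samples were kept, 13339 at 12 months and 13403 in month 7 of gestation. Counts were normalized with TMM, and a negative binomial generalized linear model with dietary treatment and genetic group was fitted with the glmFit function of edgeR (version 4.0.16), with tagwise dispersions shrunk to the trend. Contrasts were tested with the likelihood ratio test (LRT), since the paper names glmFit, and p-values were adjusted with the Benjamini-Hochberg method to give the FDR. DEG had an FDR under 0.1, or under 0.05 for HE-LE overall, as in the paper. The standard error of a log2 fold change is the one implied by the likelihood ratio statistic, that is the size of the log2 fold change divided by the square root of the statistic. Besides the pairwise contrasts, the difference between both energy contrasts and the difference between the genetic groups HMY and LCM were tested in the same model. Sampling times were compared in a model of all 48 samples.

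Values per diet are the mean and SD of TMM-normalized CPM over 6 heifers. For single genes, log2 CPM with a pseudocount of 0.5 was compared between 2 diets by an exact permutation test over 6 heifers against 6, whose smallest possible p is 0.00216. Multidimensional scaling used the 500 most different genes of each pair of samples. Genes named in the text are all genes that the paper names by symbol in the sentences concerned, all DEG of a contrast with at most 5 of them or otherwise the 5 with the smallest p, and the genes with the largest and smallest log2 fold change of each group of genes summarised. The gene groups are the lists of the paper's Tables 6 to 9, Fig 6 and its text.

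The alternatives were the quasi-likelihood F test of edgeR, DESeq2 (version 1.42.0) with its own size factors and Wald test, library size in place of TMM, RLE size factors, no filter on low counts, at least 10 counts in every sample, a CPM filter over all 48 samples, no genetic group in the model, dispersions shrunk to the common dispersion, all 48 samples in the fit, only the 12 samples of a contrast, an FDR of 0.05 (0.1 for HE-LE overall), each heifer left out in turn and, for the comparison of sampling times, the heifer as a block. A further alternative, which kept the summary rows of the counting tool in the table, was added after the counts were seen. For each count of DEG, 100 splits of the samples into groups of the same sizes were drawn with a fixed seed, the real split included.

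The scripts were tested on simulated counts with the means and library sizes of the real samples, in which 200 genes were changed by 1.5 on the log2 scale. The likelihood ratio test recovered 185 of these genes (92.5%) in the right direction among 220 calls, of which 15.9% were false, above the nominal FDR. The quasi-likelihood F test recovered 182 genes (91%) with 10.8% false calls and DESeq2 186 genes (93%) with 19.1% false calls. In a contrast without changed genes each test called 1 gene.

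The pathway analysis of the paper was not repeated, because its database is not in the files analysed here. A test of gene sets over all expressed genes and its alternative with limma were planned but not run, since only 2 of 16 gene sets had an identifier for at least 80% of their members (from 15.4 to 88.9%). Sequencing lane is not in the sample labels, so no batch was included in a model. GC content and gene length could not be tested without an annotation.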

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

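The contrasts, their tests and the alternatives were fixed before the processed files arrived, with these exceptions. The alternative that kept the summary rows of the counting tool, and in month 7 of gestation the results for HE-LE overall, for the difference between both energy contrasts and for the genetic groups, were added later. Predictions for the tests of an explanation were written before the result that the test measures was seen, except where a test is said to have been devised afterwards.

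2 samples of month 7 of gestation lay far from the other 5 heifers of their diet in how their reads aligned. HPLE heifer 7 had 39.04% of its reads on genes (median of the others 53.7%) and 39.97% of its reads not aligned uniquely (22.3%). HPHE heifer 23 had 45.1% on genes (57%) and 33.1% not aligned uniquely (16.7%). Both still held 47526905 and 37664406 counts on genes, within the range of the sampling time, so depth did not set them apart. The summary rows do not say which sequences the reads came from. No technical explanation (library preparation, ribosomal reads) and no biological one was tested for these samples, and the paper does not report on them.

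Among the genes that the paper names, 8 values at 12 months lay far from those of the other 5 heifers of the diet, given as log2 of CPM with a pseudocount of 0.5. HPHE heifer 15 was low for SCD (12.91, median of the others 14.1), ACACA (10.26, 11.2), DGAT2 (11.69, 12.8) and MGST1 (9.184, 10.3), and high for LPCAT4 (5.618, 4.8). In LPLE, heifer 4 was high for QPRT (6.596, 5.44) and heifer 18 low for GSTT3 (4.654, 6.19). HPLE heifer 7 was low for GPX7 (5.231, 5.8). Over these genes and the depth measures 144 groups of 6 were examined and 12 had such a sample, where chance alone gives about 7.2. The genes are not independent, and those of heifer 15 belong largely to one process, so their flags are close to a single observation. Leaving out this heifer raised the number of DEG for HPHE-HPLE from 16 to 67. Its library was not tested for a technical fault, and no record in the labels sets it apart, so a feature of the biopsy and a feature of the animal could not be told apart.

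The difference between both energy contrasts was tested directly at 12 months, and 14 genes differed between LP and HP, 11 with the more positive log2 fold change in LP and 3 with the more negative one. 28 of the 100 splits of the heifers gave as many genes, with up to 225 in a single split. Leaving out one heifer brought the number down to 5 at the lowest, a test devised after the result was seen. A chance allocation of the animals and the weight of single heifers therefore both remain as explanations, and no biological reading is offered for these genes.

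The energy contrast within LP also differed between the sampling times, with 1267 genes in the model of all 48 samples, 927 of them with the more positive contrast at 12 months. 4 of the 100 splits that exchanged the times within heifers of LP gave as many. Where a split exchanged LPHE and LPLE heifers in unequal numbers, the difference between the sampling times also entered this contrast. These splits therefore do not measure chance differences of the energy contrast alone. With the heifer as a block the number was 2249. The pairing of the samples rests on the heifer number in the labels, and it was checked against the counts. The expression profiles of both samples of a heifer, each relative to its group, correlated with a median r of 0.304, against -0.0691 for other heifers of the diet, and within the diet the own sample ranked first for 15 of 24 heifers.

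Tests of technical explanations for this opposite pattern were devised after it was seen. Library size did not differ between LPHE and LPLE in month 7 of gestation (exact permutation p 0.511). When all heifers were compared, the own later sample was the most similar for 12 of 24 heifers, and for 12 of 24 no other sample shared more of the genes that are either expressed or silent in an animal (10 genes, with a median of 90% shared with the own sample and 60% with the others). A general exchange of labels is hard to reconcile with these numbers, but they met the bound of at least 12 heifers without a margin, and an exchange of a few samples is not excluded. LPHE heifers 5 and 12, which are part of the contrast concerned, had an r of -0.0164 and -0.0563 with their own later sample, which ranked only 4 within the diet. With one heifer left out, the share of the 12-month DEG that kept their direction ranged from 19.92 to 30.72% (25.21% with all heifers, from differences of mean log2 CPM), so no single animal made the pattern. Sequencing lane or library batch is not in the labels, and GC content and gene length bias could not be tested without an annotation. A batch difference shared by all samples of one sampling time would cancel in LPHE-LPLE, which is taken within that time. To reverse it, a batch effect would have to differ between the diets, and the paper states that samples were placed on lanes at random. At gestation 140 of 141 DEG within LP had the same direction in HP, a separate set of heifers. This argues against an exchange of a few LP samples alone. An imbalance of library batches and exchanges at both protein levels remain possible.

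In month 7 of gestation, which the paper does not report on, 141 genes were DEG for LPHE-LPLE (42 up, 99 down) and 127 for HPHE-HPLE (22 up, 105 down), and 501 for HE-LE overall (145 up, 356 down). As many were found in 4, 12 and 2 of the 100 splits, respectively, of which the last was set after the result was seen. For the protein contrasts, HPHE-LPHE gave 1 gene and HPLE-LPLE 10, with as many in 46 and 20 of the 100 splits. The difference between both energy contrasts gave 1 gene, and 78 of the 100 splits gave as many (a test set afterwards). Only the contrasts within LP and over both protein levels thus stood out from regrouped heifers, and that the energy contrast differs between protein levels was not shown. An imbalance of batches is an untested technical explanation, since lanes are not in the labels. The design itself offers others, because the diets had ended once the heifers were pregnant and, according to the paper, LE heifers became pregnant at a higher age than HE heifers, so past diet, age and time since the change of feed go together in these samples.

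The genetic groups HMY and LCM, which the paper used as a covariate, differed in 4 genes at 12 months (2 up and 2 down in HMY) and in 24 in month 7 of gestation (6 up, 18 down). 26 of the 100 splits gave as many at 12 months and 9 at gestation, the latter a test set after the result was seen. Neither number is separated from regrouped heifers, and no other explanation was tested.

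Between the sampling times, 6103 genes differed over the 4 diets, 2998 higher and 3105 lower in month 7 of gestation. None of the other splits that exchanged the times within heifers gave as many (1 of the 100 splits, the real one), and the highest of the others was 2003. A difference in library batch between the times was not testable, because no batch is in the labels. The sampling times also differ in age, pregnancy and feeding, so the number is not attributed to any of these.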

How the results depend on the processing

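No result for a named gene reversed under any alternative examined for it. Among single genes, heifers were left out only for CRYM, DSP and ACTA1. Of 902 comparisons of a named gene with its main result, 815 stayed on the same side of the FDR limit, 81 lost it and 6 gained it. 43 of the losses came with the quasi-likelihood F test, 9 without a low-count filter, 8 with all 48 samples in the fit, 7 with only the 12 samples of a contrast, 6 without TMM, 5 without genetic group, 2 with at least 10 counts in every sample and 1 with DESeq2.

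Unchanged under every alternative tried for them (within 1.5 times the main count, or on the same side of a p of 0.05) were the DEG for LPHE-LPLE among the genes of Table 7, Table 8, the TCA cycle, the electron transport chain, glycolysis, the pentose phosphate pathway and propionate metabolism, the absence of DEG common to both HP-LP contrasts, the number of genes that differed between sampling times, and the separation of LPHE from LPLE on the first MDS dimension. RLE size factors in place of TMM changed none of the main counts by that much.

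The choice of test mattered most for small counts. With the quasi-likelihood F test no DEG (0) remained for HPHE-HPLE, HPHE-LPHE, HPLE-LPLE, the difference between both energy contrasts, HMY-LCM and the overlap of both HE-LE contrasts, nor, in month 7 of gestation, for LPHE-LPLE, HPHE-HPLE, HPHE-LPHE, HPLE-LPLE, the difference between both energy contrasts and HMY-LCM, while 94.59% of the DEG for LPHE-LPLE kept their direction in HPHE-HPLE. This test adds the uncertainty of each gene's dispersion, which could explain the losses with 6 heifers per diet. In simulated counts the likelihood ratio test made 15.9% false calls and the quasi-likelihood test 10.8%, so part of the short lists may be false calls.

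DESeq2, which uses its own size factors and dispersion shrinkage and a Wald test, gave several longer lists. They held 1615 DEG for LPHE-LPLE (944 in the main fit), 25 for HPHE-HPLE, 1598 for HE-LE overall and 11 for HMY-LCM. It also gave 14 DEG common to both HE-LE contrasts and 1473 DEG for LPHE-LPLE with the same direction in HPHE-HPLE. At gestation it gave 412 for LPHE-LPLE, 1151 for HE-LE overall and 67 for HMY-LCM, and 1957 for LPHE-LPLE by sampling time. For HPLE-LPLE its lists were shorter at both sampling times, with 4 DEG at gestation against 10 in the main fit. DESeq2 made 19.1% false calls in the simulated counts, which may account for some of the additional genes.

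The filter on low counts decided the shortest lists. Without it 21107 genes were tested, with 26 DEG for HPHE-LPHE, 22 for the difference between both energy contrasts, 1 for HMY-LCM, 87.41% of the DEG for LPHE-LPLE in the same direction in HPHE-HPLE, and at gestation 5 for HPHE-LPHE and 4 for the difference. With at least 10 counts in every sample these were 0 for HPHE-LPHE, 0 for HPLE-LPLE, 2 for the difference and 1 for HMY-LCM, and at gestation 0, 3 (HPLE-LPLE) and 0 for the difference. The CPM filter over 48 samples gave 11 for HPHE-LPHE. The filter sets which genes with counts near zero are tested, as well as the number of tests behind each FDR, which could explain why these lists follow it.

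The samples that share a dispersion, and other choices of the model, also moved the counts. Fitting all 48 samples, which gives more degrees of freedom to the dispersions, yielded 1485 DEG for LPHE-LPLE, 1466 for HE-LE overall, 21 for HPHE-LPHE, 0 for HPLE-LPLE, 28 for the difference, 73 for HMY-LCM and 1328 (89.43%) with the same direction. Using only the 12 samples of a contrast gave 61 for HPHE-HPLE, 8 for HPHE-LPHE and 8 for HPLE-LPLE. The HP groups were less variable than the LP groups (median SD 0.2527 against 0.3364), so a dispersion shared with LP may hide some HP genes. Dispersions shrunk to the common value gave 79 for LPHE-LPLE and 14 for HMY-LCM at gestation. Without genetic group in the model 71 for LPHE-LPLE and 0 for HPHE-LPHE remained at gestation, and without TMM 2 for HPHE-LPHE. With the heifer as a block LPHE-LPLE by sampling time gave 2249, as the block removes the stable part of the difference between animals; this pairing is taken from the labels, with a median r of 0.304 within a heifer and -0.0691 between heifers of a diet. Keeping the summary rows of the counting tool, an alternative chosen after seeing the values, gave 1 for HPLE-LPLE and 7 for the difference.

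The FDR limit changes no estimate, only the number of genes past it. At 0.05 the counts were 555 for LPHE-LPLE, 9 for HPHE-HPLE, 1 for HPLE-LPLE, 9 for the difference, 1 for HMY-LCM, 17 for the genes of Table 6, 13 for those of Table 9, 5 for the overlap of both HE-LE contrasts and 525 (94.59%) with the same direction. At gestation it left 58 for LPHE-LPLE, 6 for HPLE-LPLE and 7 for HMY-LCM. For HE-LE overall the limit of 0.1 gave 1524 at 12 months and 848 at gestation.

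Leaving out each heifer in turn gave from 484 to 1719 DEG for LPHE-LPLE, from 5 to 67 for HPHE-HPLE, from 1 to 23 for HPHE-LPHE and from 0 to 17 for HPLE-LPLE (12 fits each). Over 24 fits the difference between both energy contrasts ranged from 5 to 54 genes, and the DEG with the same direction from 424 to 1500 (84.29 to 94.58%). The counts thus moved with single animals about as much as with any setting, as each heifer is a large part of its diet group. For the other counts heifers were not left out.

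Depth was probably not limiting for most genes, since the smallest library still held 14815595 counts on genes. Whether depth limits genes near the CPM limit, or the lists for the protein contrasts, was not tested. A test of gene sets over all expressed genes and its alternative with limma gave no values, since only 2 of 16 sets had identifiers for enough of their members.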

Differences from the paper's values

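For the DEG of HPHE-HPLE with higher expression in HPHE, the number was 8 against the paper's 13. Of the alternatives set before the files arrived, DESeq2 (12), RLE size factors (9), no low-count filter (10), the common dispersion prior (11), the CPM filter over 48 samples (9), all 48 samples in the fit (11) and the fits without HPHE heifer 6 (14) or without HPLE heifer 21 (15) came within 1.5 times of the paper's value, although none equalled it and some moved by only 1 gene from the main fit. The values were further away with the quasi-likelihood F test (0), without TMM (6), with at least 10 counts in every sample (8), without genetic group (6), with only the 12 samples of the contrast (41), at an FDR of 0.05 (4) and with each of the other 10 heifers left out (2 to 45). Keeping the summary rows of the counting tool, which was chosen after seeing the values, gave 10.

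HPLE-LPLE had 3 DEG against the paper's 1. The paper's value was reached at an FDR of 0.05 (1) and without HPLE heifer 1 (1) or without LPLE heifer 22 (1), and also with the summary rows kept (1), which was chosen after seeing the values. No value within 1.5 times of it was found with the quasi-likelihood F test (0), DESeq2 (2), no TMM (3), RLE size factors (3), no low-count filter (2), at least 10 counts in every sample (0), no genetic group (2), the common dispersion prior (4), the CPM filter over 48 samples (3), all 48 samples (0), only the 12 samples of the contrast (8) or any of the other 10 heifers left out (0 to 17).

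Both HE-LE contrasts shared 8 DEG, all in the same direction, against the paper's 17 in any direction and the paper's 16 in the same direction. Of the alternatives set before the files arrived only DESeq2 came within 1.5 times of both, with 14 genes. The quasi-likelihood F test gave 0, an FDR of 0.05 gave 5, and no TMM, no genetic group and at least 10 counts in every sample gave 8 each. RLE size factors, no low-count filter and the CPM filter over 48 samples gave 9 each, and the common dispersion prior and all 48 samples gave 10 each, all in the same direction. Keeping the summary rows, chosen after seeing the values, left the number at 8.

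Smaller gaps, within 1.5 times, concerned 13339 expressed genes against the paper's 12476, 944 DEG for LPHE-LPLE against the paper's 1092 (593 up and 351 down against the paper's 712 and 380), 16 DEG for HPHE-HPLE against the paper's 24, with 8 down against the paper's 11, 3 DEG for HPHE-LPHE against the paper's 2, and 867 DEG with the same direction in HPHE-HPLE against the paper's 991. With the summary rows kept, an alternative chosen after seeing the values, the number of rows that passed the filter reached the paper's 12476, of which 3 are not genes, and HPHE-LPHE gave the paper's 2. Variants that used the summary rows for the filter alone, or for the filter and the library sizes but not the test, also tried only after seeing the values and not kept as alternatives, reached the paper's values for HPHE-LPHE and HPLE-LPLE too. HPHE-LPHE also gave 2 without LPHE heifer 5 and without HPHE heifer 15. With the summary rows kept LPHE-LPLE gave 948 DEG. The absence of DEG common to both HP-LP contrasts (0) was the paper's value in the main fit and under every alternative. The log2 fold changes of 31 genes stated by the paper were compared, and 0 differed by more than their error.

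The paper's text lists SLC27A3 among the fatty acid activation genes with higher expression in LPHE, and LPCAT4 and PLPP3 among such triacylglycerol synthesis genes. Here all these were lower in LPHE than in LPLE, with log2 fold changes of -1.135 (SLC27A3), -0.5707 (LPCAT4) and -0.8356 (PLPP3), the direction that Table 6 of the paper also gives.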

Other observations

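The number of DEG was larger for LPHE-LPLE than for HPHE-HPLE, and several explanations were tested. The spread between heifers was not larger in HP (ratio of the median SD, HP over LP, 0.751). Leaving out single HP heifers raised the number for HPHE-HPLE from 16 to at most 67 (without HPHE heifer 15), so this heifer shortened that list, but the longest list stayed far below the 944 for LPHE-LPLE. Library size did not differ between LPHE and LPLE (exact permutation p 0.613). When heifers were exchanged between LP and HP within an energy level, 39 of the 100 splits gave a difference between both counts at least as large as the real 928 (median of the others 679), and 19 of the 100 splits gave as uneven a share of genes with the larger change in one protein level (83.33% in LP over the DEG of HE-LE overall, median of the others 67.83%). These splits were devised after the counts were seen. That the response to energy is stronger at low protein may therefore be true, but the numbers of DEG alone do not separate it from a chance allocation of heifers.

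Splits of the heifers were also run for the other counts at 12 months. For LPHE-LPLE, 3 of the 100 splits gave as many DEG as the real 944 and for HE-LE overall 1, the real one. For HPHE-HPLE 11, for HPHE-LPHE 36 and for HPLE-LPLE 59 of the 100 splits gave as many. Of the splits of the HP heifers, 3 of 100 gave as many of the DEG for LPHE-LPLE the same direction as the real 867. The protein contrasts and HPHE-HPLE by itself are thus not separated from regrouped heifers, whereas the common direction of the energy contrasts is.

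A hypothesis set beforehand was that ACTA1 reflects skeletal muscle in some biopsies. Over 24 heifers at 12 months ACTA1 rose and fell with the mean of 6 of 20 other listed muscle markers (CKM, MYH2, MYH7, MYL1, MYLPF and TNNI2; the rest had no identifier), with a Spearman rho of 0.727 (permutation p 0.00012, adjusted 0.00048) and a Pearson r of 0.827 (permutation p 1e-05, the smallest that the permutations can give, adjusted 2e-05). 4 relations were tested in all. Without the 2 farthest heifers the values were 0.769 and 0.96, and within diets rho was 0.83 (HPHE), 0.943 (HPLE), -0.314 (LPHE) and 0.83 (LPLE), 6 heifers each. In month 7 of gestation rho was 0.671 (permutation p 0.00038, adjusted 0.00076; 0.573 without 2) and r 0.965 (permutation p 1e-05, adjusted 2e-05; 0.816 without 2). All 6 markers were lower in LPHE than in LPLE at 12 months, with log2 fold changes from -10.7 (MYL1) to -2.25 (MYH7). Identifiers came only from the paper's lists of DEG, so these markers were selected for a change. A test devised after the values were seen found that the FDR of ACTA1 for HPHE-LPHE rose to 0.416 with one heifer left out. Muscle fibres in a few biopsies may thus explain ACTA1 as a DEG, although no sample was examined by other means. In LPHE heifers ACTA1 was at most 0.162 CPM, so the rho within that diet cannot decide the question.

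The corresponding hypothesis for DSP, epithelial tissue in some biopsies, had only 2 of 12 other listed markers with an identifier (CLDN10 and KRT19), which did not rise and fall with DSP across heifers. The Spearman coefficient was -0.0391 at 12 months (permutation p 0.856, adjusted 0.856; -0.334 without the 2 farthest heifers) and r 0.0703 (permutation p 0.748, adjusted 0.972; -0.332 without 2), and in month 7 of gestation rho was -0.0835 (permutation p 0.697, adjusted 0.856; -0.0435 without 2) and r -0.0074 (permutation p 0.972, adjusted 0.972; 0.0661 without 2). Both markers were nevertheless higher in LPHE than in LPLE at 12 months, with log2 fold changes of 2.81 for KRT19 (SE 0.535, FDR 0.000194) and 3.72 for CLDN10 (SE 0.84, FDR 0.0029). DSP was higher by 1.62 (SE 0.709, FDR 0.184). The markers had identifiers only through the paper's lists of DEG, so they were selected for a change. With so few markers epithelial tissue in LPHE biopsies is not excluded. In tests devised after the values were seen, the FDR with one heifer left out rose to 1 for DSP (HPHE-LPHE) and to 0.717 for CRYM (HPLE-LPLE), so both depended on single animals. In month 7 of gestation the log2 fold changes were 0.827 (SE 0.774) for CRYM in HPLE-LPLE, 0.474 (SE 0.724) for DSP and 3.93 (SE 2.47) for ACTA1 in HPHE-LPHE, all with an FDR of 1.

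Another hypothesis was that LPHE biopsies held a larger share of adipocytes, which would raise metabolic genes without regulation in the cells. It could not be tested, because only 10 percent of the listed adipocyte markers had an identifier, namely CIDEC (log2 fold change for LPHE-LPLE 0.582, SE 0.23). The stroma markers with an identifier were lower in LPHE, with log2 fold changes of -0.912 for COL3A1, -1.09 for COL1A1, -0.999 for COL1A2 and -0.631 for DCN. These were 4 of 8 listed stroma markers. Identifiers came only from the paper's lists of DEG, so unchanged markers would not be seen. The rise of the metabolic genes therefore cannot be told apart from a shift in the cell types of the biopsies.

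In month 7 of gestation the energy contrast ran opposite to that at 12 months. Of 922 DEG for LPHE-LPLE at 12 months that were tested at both times, 230 (24.95%) kept their direction. 48 genes were DEG at both times and 46 of them changed direction, 44 from up to down and 2 from down to up. Of 30 genes named in the text and tested at both times, 21 had the opposite direction within LP, 18 of them with a tested difference between the times, and 21 were lower in HE at both protein levels. SLC25A1 went from a log2 fold change of 1.05 to -1.64 (SE 0.321), and FASN from 0.727 to -1.47 (SE 0.414). The gestation contrasts shared 50 DEG between LP and HP, all in the same direction, and 140 of 141 DEG (99.29%) within LP had the same direction in HP.

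A biological hypothesis for the reversal is that lipogenic genes fell in HE heifers after the diets ended with the start of pregnancy, or that they stood higher in LE heifers, which were older when pregnant. Of the technical explanations, library size (exact permutation p 0.511) and a single heifer (share with the same direction at most 30.72%) did not account for it, in tests devised after the pattern was seen. Exchanged labels remain possible if they affected both protein levels (own sample most similar for only 12 of 24 heifers). An imbalance of batches between the diets was not testable. The pattern cannot be told apart from such an imbalance or from such exchanges. Past diet, age and feeding at gestation are not separable in this design.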
